# Spen limits intestinal stem cell self-renewal

**DOI:** 10.1371/journal.pgen.1007773

**Published:** 2018-11-19

**Authors:** Maheva Andriatsilavo, Marine Stefanutti, Katarzyna Siudeja, Carolina N. Perdigoto, Benjamin Boumard, Louis Gervais, Alexandre Gillet-Markowska, Lara Al Zouabi, François Schweisguth, Allison J. Bardin

## Abstract

Precise regulation of stem cell self-renewal and differentiation properties is essential for tissue homeostasis. Using the adult *Drosophila* intestine to study molecular mechanisms controlling stem cell properties, we identify the gene *split-ends* (*spen*) in a genetic screen as a novel regulator of intestinal stem cell fate (ISC). *Spen* family genes encode conserved RNA recognition motif-containing proteins that are reported to have roles in RNA splicing and transcriptional regulation. We demonstrate that *spen* acts at multiple points in the ISC lineage with an ISC-intrinsic function in controlling early commitment events of the stem cells and functions in terminally differentiated cells to further limit the proliferation of ISCs. Using two-color cell sorting of stem cells and their daughters, we characterize *spen*-dependent changes in RNA abundance and exon usage and find potential key regulators downstream of *spen*. Our work identifies *spen* as an important regulator of adult stem cells in the *Drosophila* intestine, provides new insight to Spen-family protein functions, and may also shed light on Spen’s mode of action in other developmental contexts.

## Author summary

A fundamental challenge is to identify genes that have essential functions in controlling adult stem cells. Here, we use the *Drosophila* intestinal stem cells as a model of adult stem cells. Through a genetic screen strategy designed to reveal important stem cell regulators in an unbiased manner, we uncovered the gene *split-ends* or *spen* as a key factor required to limit stem cell numbers in the intestine. Spen is part of a conserved family of genes encoding proteins with RNA binding motifs. Our findings suggest that *spen* acts at an early step in stem cell commitment limiting stem cell fate acquisition and further controls stem cell proliferation non-autonomously in terminally differentiated cells. By assessing the effects of *spen* on RNA transcript levels and exon usage, we find that Spen controls a number of genes encoding proteins with similar functions, some of which may explain previously described roles of *spen* during development. Our study provides novel insight into stem cell regulation and function of Spen-family proteins.

## Introduction

During development, pluripotent stem cells will give rise to all of the different cell types present in the organism. Adult stem cells have more limited plasticity and play essential roles in tissue homeostasis and regeneration by both renewing the differentiated cells as well as maintaining the stem cell pool. Defining the mechanisms governing stem cell self-renewal and differentiation is essential for understanding both organism development as well as tissue maintenance and regeneration.

The adult *Drosophila* intestine is an attractive model to study adult stem cells as it provides a genetically tractable system with many similarities to other tissues such as the mammalian intestine and lung [1]. The fly intestine is renewed by intestinal stem cells (ISCs), which produce progenitor cells that differentiate into terminally differentiated polyploid absorptive enterocytes (ECs) and diploid secretory enteroendocrine cells (EEs) [2, 3] **(**Fig 1A). A majority of ISC divisions produce EC cells via post-mitotic enteroblast (EB) precursors. Recent findings propose that EEs cells may originate from rare ISC daughter cells that divide once to produce a pair of EE cells [4, 5]. Thus, ISCs are the primary dividing cell type in the intestine. In normal homeostasis, the proliferative status of the ISC is largely controlled through signaling of the EGFR, Jak/Stat, Insulin receptor [6–11] and reviewed in [12]. In addition, in response to epithelial damage, ISCs receive additional proliferative signals promoting tissue renewal [6, 7, 13–23] and see [24] for review). While proliferative control is ensured by the aforementioned signaling pathways, ISC differentiation is largely controlled by Notch signaling [2, 3, 25, 26]. Delta-Notch signaling between stem cell daughters results in Notch activation in EB progenitors that will further promote differentiation into EC cells, whereas inhibition of Notch by Numb and expression of Scute promotes EE fate acquisition [4, 25, 27]. The ISC itself, has low or no Notch signaling, thereby retaining ISC fate. Thus far, outside of canonical Notch signaling components, little is known about the mechanisms controlling ISC fate acquisition leading to robust asymmetric fate acquisition after ISC division.

**Fig 1:**
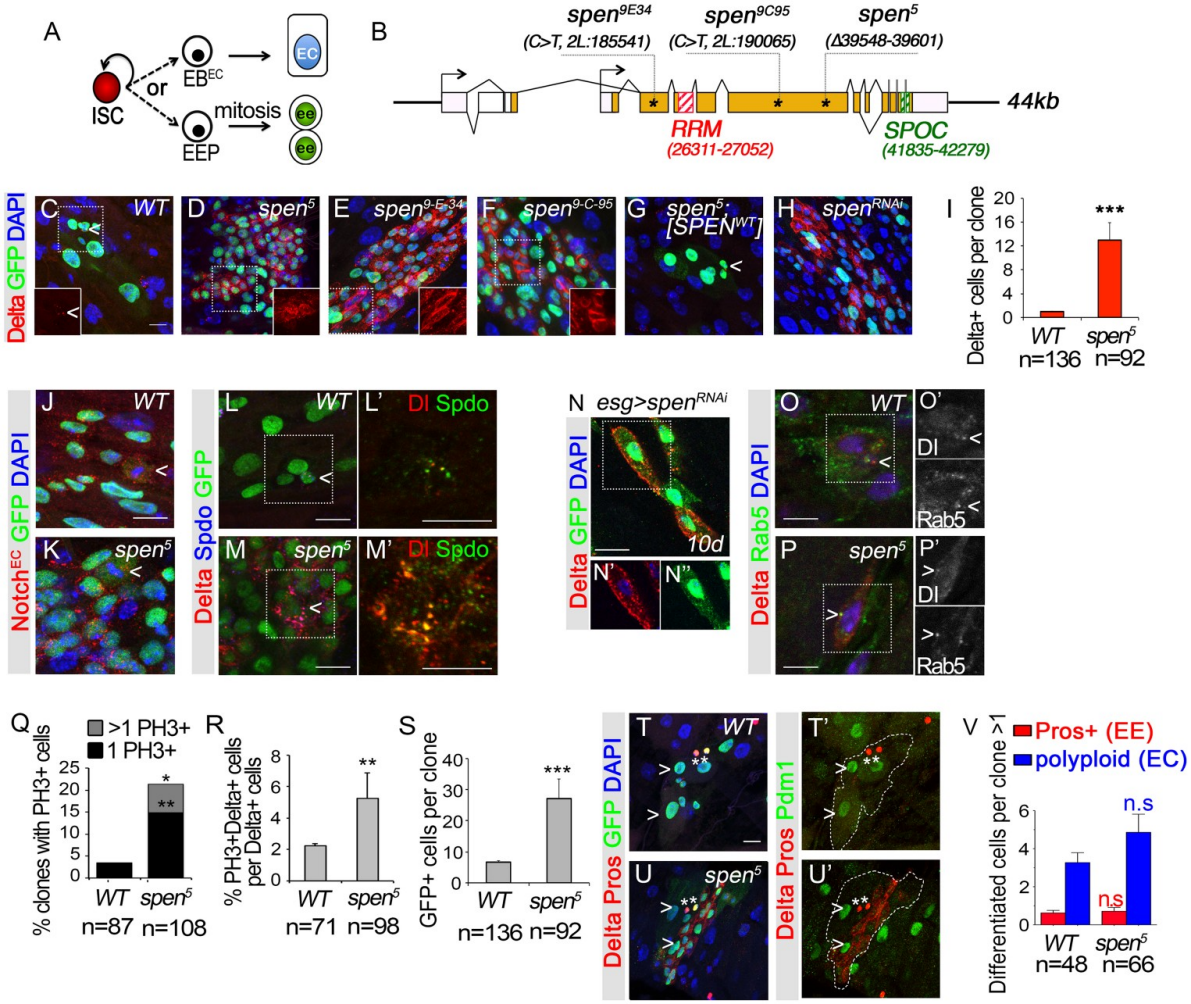
*spen* inactivation leads to an accumulation of intestinal stem cell-like cells in the adult midgut. **(A)** Intestinal stem cells (ISCs) produce post-mitotic progenitor cells, called enteroblasts (EBs) that directly terminally differentiate. Notch activated EBs (EB^EC^) produce enterocytes (ECs) whereas enteroendocrine cells (EEs) are derived from ISCs in a Notch-independent manner via an EE progenitor (EEP) intermediate, which is thought to divide once. **(B)** *spen* gene encodes a protein characterized by 3 RNA recognition motifs (RRM) in the N-terminus (RED), and a SPOC (Spen Paralog Ortholog C-terminus) domain in the C-terminus (GREEN), both included in the different *spen* isoforms. The three mutant alleles *spen*^*9E34*^, *spen*^*9C95*^ and *spen*^*5*^ have premature stop codons, which are frequently targeted by nonsense-mediated decay. The *spen*^*9E34*^ allele has a C>T substitution (2L:185541). The *spen*^*9C95*^ allele has a C>T substitution (2L:190065). The *spen*^*5*^ allele has nucleotide deletion (2L:192716–192769). **(C)** *wild-type* (*WT*), **(D)** *spen*^*5*^, **(E)** *spen*^*9E34*^ and **(F)** *spen*^*9C95*^ mutant clones 5d AHS marked by GFP (GREEN), Dl, (ISCs, RED), DAPI (BLUE). Insets show RED channel only. **(G)** A transgenic BAC construct containing the *spen* wild-type genomic region suppressed *spen*^*5*^ phenotypes in 5 days MARCM clones. **(H)** *spen*^*RNAi*^ (VDRC#KK-108828) in MARCM clones (GFP, GREEN; DAPI, BLUE), 5 days. **(I)** Quantification of Dl+ cells per clone, 5 days AHS. **(J)** wild-type and **(K)** *spen*^*5*^ mutant clones had ISCs (mitotic cells, arrow heads) expressing the Notch receptor (RED in J, K). **(L, L’)** wild-type clones or **(M, M’)** *spen*^*5*^ mutant clones contained ISCs co-labeling with Dl (RED) and Sanpodo (Spdo, GREEN, L’, M’). A single focal plane is shown. An additional 2X zoom is shown in L’, M’. (**N-N”**) *spen*^*7RNAi*^ expression in *esg*+ cells. A single focal plane is shown. (Delta, RED; cytoplasmic GFP, GREEN; DAPI, BLUE), 10 days. **(O, O’)** wild-type clones or **(P, P’)** *spen*^*5*^ mutant clones contained ISCs co-labeling with Dl (RED) and Rab5::YFP. (GREEN, I’, J’**)**. A single focal plane is shown. **(Q)** Quantification of the % of wild-type and *spen*^*5*^ mutant clones with mitotic cells (PH3), 5 days AHS. Fisher’s test. **(R)** Quantification of the number of PH3+ Dl+ cells per Dl+ cells. **(S)** Quantification of clone size in wild-type and *spen*^*5*^ mutant clones. **(T, T’)** Enterocyte (EC) and enteroendocrine (EE, Pros, nuclear RED) cells were produced in wild-type and **(U, U’)** *spen*^*5*^ mutant clones, clones marked by GFP (GREEN); EE (Pros, nuclear red); ISC (Delta, membrane RED); DAPI (BLUE). **(V)** Quantifications of EE and ECs per clone. When not specified, a non-parametric Mann-Whitney test was performed. Error bars represent the Standard Error of the Mean (sem). p<0.05, *. p<0.01, **. p<0.001, ***. p<0.0001, ****. Scale bar:10μm.

In an EMS-based genetic screen, we have identified the gene *split-ends* (*spen*) as a regulator of *Drosophila* adult intestinal stem cells, required to limit their production. The SPEN protein family is broadly conserved in plants and *Metazoa* and mediates functions in RNA splicing, polyadenylation, and transcriptional regulation via its RNA binding motifs (RRM) and a SPEN Paralog and Ortholog C-terminal domain (SPOC) protein interaction domain (Fig 1B) [28–30]. There are three mammalian SPEN-family paralogs: SPEN/SHARP, and two family members RBM15/OTT1 and RBM15B/OTT3 encoding smaller proteins. SPEN is known to mediate transcriptional silencing *via* physical association with the nuclear receptor corepressor components including NCoR1, and HDACs [28, 31], while the smaller proteins RBM15 and RBM15B have been primarily found to be associated with splicing regulation [32, 33]. Interestingly, recent studies in mouse embryonic stem cells have demonstrated that RBM15 and RBM15B interact with the RNA m^6^A methyltransferase complex, which facilitates m6A methylation of the non-coding RNA XIST [34, 35]. Consequently, RBM15 and RBM15B are essential for X-inactivation, which also requires SPEN and associated HDAC activities [35–39].

In *Drosophila*, the *Rbm15* paralog Spenito physically associates with components of the RNA m^6^A methylation complex and has been suggested to facilitate m6A RNA methylation and splicing, playing an important role in sex determination [33, 40, 41]. *Drosophila* Spen has diverse roles in development, regulating processes such as cell proliferation, differentiation, cell death, axon guidance, and fat metabolism [42–51]. In mouse hematopoietic stem cells (HSCs), *Rbm15* is essential for return to the quiescent state after stress induction [52]. The functions of SPEN family proteins in other adult stem cell populations have not yet been elucidated. While SPEN family proteins clearly play essential functions during development and in adult tissues, Spen’s molecular targets in both flies and mammals are still poorly understood.

We have identified *spen* in a genetic screen and characterized its function in adult intestinal stem cells. The clonal inactivation of *spen* in stem cell lineages led to increased production of stem cells when compared to control lineages. In addition, *spen* mutant ISCs showed more abundant levels of Delta protein expression and ectopic localization to the cell surface membrane. Targeted knock-down of *spen* in different cell types revealed that it has both stem cell autonomous and non-autonomous roles in controlling ISCs. Despite these defects, *spen* mutant stem cells were still capable of terminal differentiation. We further explored its role in ISCs and EBs by comparing differential gene expression and differential exon usage of wild-type and *spen-*knocked down conditions. We found that *spen* altered transcript abundance and exon usage, suggesting that Spen impacts both transcription and splicing of genes, candidates for downstream regulators of ISCs. Importantly, our work identifies *spen* as a novel regulator acting in multiple cell types in the intestine to control ISC numbers and proliferation.

## Results

### *spen* limits intestinal stem cell number in the adult midgut

In ongoing EMS-induced genetic screens in the lab for defects in ISC proliferation, self-renewal and differentiation, we identified two lines (9E34 and 9C95) which caused altered numbers of diploid cells. They failed to complement each other and mapped to the same genomic region by deficiency mapping. Genes in the region were tested and both lines failed to complement previously identified alleles of gene *split-ends* (*spen)*: *spen*^*3*^ and *spen*^*5*^ [43]. *spen* encodes 8 isoforms of similar sequence of approximately 5500 amino acids (aa). 3 RRMs (RNA Recognition Motifs) domains are found N-terminally and a SPOC domain C-terminally (Spen paralog and ortholog C-terminal). *spen*^*5*^ was previously characterized as deleting nucleotides 39548–39601 (2L:192716–2L:192769) resulting in a frame shift and early termination [43]. Sequencing of the mutant lines *spen*^*9E34*^ and *spen*^*9C95*^ identified nonsense mutations, affecting nucleotides 2L:185,541 and 2L:190,065 respectively (Fig 1B). RNAs with non-sense mutations are frequently degraded via non-sense mediated decay, however, if translated, these RNAs would result in truncated proteins. *spen*^*9E34*^ allele would encode a putative protein of 630 aa, including the RRM domains. *spen*^*9C95*^ and *spen*^*5*^ would potentially encode putative truncated proteins of approximately half the wild-type protein size, of respectively 1961 aa, and 2827 aa (Fig 1B). These alleles all likely function as loss of function alleles as 1) they all result in similar phenotypes, 2) these mutant phenotypes are like those of expressing *spen* RNAi (see below), and 3) *spen*^*5*^ mutant phenotypes can be rescued by a single copy of a genomic rescue construct, arguing against dominant neomorphic function of a truncated mutant protein (see below). Published RNAseq data suggest that Spen is likely expressed at low levels in all epithelial cell types of the gut [53] (http://flygutseq.buchonlab.com/). Thus, despite apparent low levels of expression, *spen* was identified in our genetic screen as being critical to control diploid cell number in the adult intestine.

To further investigate how *spen* affects the ISC lineage in the *Drosophila* posterior midgut, we used previously described markers of ISCs to assess the effect of *spen* inactivation on cell fate using the Mosaic Analysis with Repressible Cell Marker (MARCM [54]) technique in adult ISCs. In this method, a heat shock is given in adult animals to induce expression of a Flipase, which then promotes exchange of homologous chromosomes containing FRT sequences, thereby leading to the production of either wild-type or mutant ISC lineages marked through GFP expression. In the adult intestine, marked lineages are induced preferentially in ISCs, as the ISC is the primary dividing cell type in the adult intestine. In order to characterize the *spen* phenotype, we first examined the expression of the stem cell marker Delta (Dl) in *spen* mutant and knockdown stem cell clones (Fig 1C–1I). 5 days after heat shock (AHS), wild-type stem cell clones contained 1.0 Dl+ ISC on average per clone (Fig 1C and 1I). In contrast, *spen*^*5*^ mutant stem cell clones contained 13.0 Dl+ cells per clone (Fig 1D and 1I). Similar phenotypes for *spen*^*9E34*^ and *spen*^*9C95*^ were observed (Fig 1E and 1F). In addition, the aberrant increase of Dl+ cells was rescued upon insertion of a *pACMAN BAC* construct containing the *spen* wild-type genomic region, and was phenocopied when clones expressed *spen*^RNAi^ (Fig 1G and 1H). The Dl+ cells produced in *spen* mutant clones also expressed additional markers of ISCs: the Notch receptor (Fig 1J–1K), Sanpodo (Spdo; Fig 1L–1M’) [26], which marks both ISCs and the EB daughter cells [3]. Thus, *spen* mutants accumulate Dl+ cells that share additional features with wild-type stem cells. In addition, the level of Dl protein at the cell membrane and in endocytic vesicles was markedly higher in *spen* mutants than in wild-type (Fig 1N and 1O–1P’).

Consistent with an increased number of stem cells upon *spen* inactivation, mutant clones contained more Phospho Histone H3+ (PH3+) cells than wild-type: whereas only 3.4% of wild-type clones contained one PH3+ cell, 21.3% of *spen* mutant clones had at least one (Fig 1Q). This is also consistent with the significant increase in the proportion of dividing stem cells in *spen* mutants: in the wild-type population 2.2% of Dl+ were PH3+ whereas 5.2% of Dl+ were PH3+ in the *spen* population (Fig 1R). In agreement with an alteration in proliferation, *spen* inactivation led to larger clones containing 27.2 cells per clones compared to wild-type clones, which contained 6.7 GFP+ cells in total (Fig 1S). Altogether, our data indicated that inactivation of *spen* results in larger clones and that had an excess number of ISCs, suggesting that Spen is required to limit the number of stem cells.

In contrast to ISC numbers, cell fate specification of terminally differentiated cells was not affected in *spen* mutant clones: at 5 days AHS, wild-type clones contained 3.3 ECs (marked by nuclear size >7μm and Pdm1 expression) and 0.6 EEs (marked by Prospero expression) per clone on average (Fig 1T and 1T’). Similarly, *spen* mutant clones contained both types of terminally differentiated cells with 4.9 ECs and 0.7 EEs per clone (Fig 1U and 1V). Therefore, we conclude that terminally differentiated cells are produced in absence of *spen* function.

### *spen* acts in stem cell autonomously and non-autonomously to regulate stem cells

*spen* is expressed in all epithelial cell types of the gut [53]. To investigate in which cell type *spen* function is required to control intestinal stem cell production, we expressed *spen*^*RNAi*^ in a cell-*type* specific manner using the TARGET system [55]. The downregulation of *spen* simultaneously in both ISCs and EBs using the *esg-GAL4*, *tub-GAL80*^*ts*^ line (*esg*^*ts*^) led to an enrichment of Delta protein at the membrane in ISCs as well as an increased density and proliferation of ISCs (PH3+ cells; Fig 2A–2F’). Quantification revealed a 2.8X increase in the number of ISCs per 1000μm^2^ and a 20X increase in the number of PH3+ cells on average per posterior midgut upon *spen* depletion in ISCs and EBs (Fig 2A–2D).

**Fig 2:**
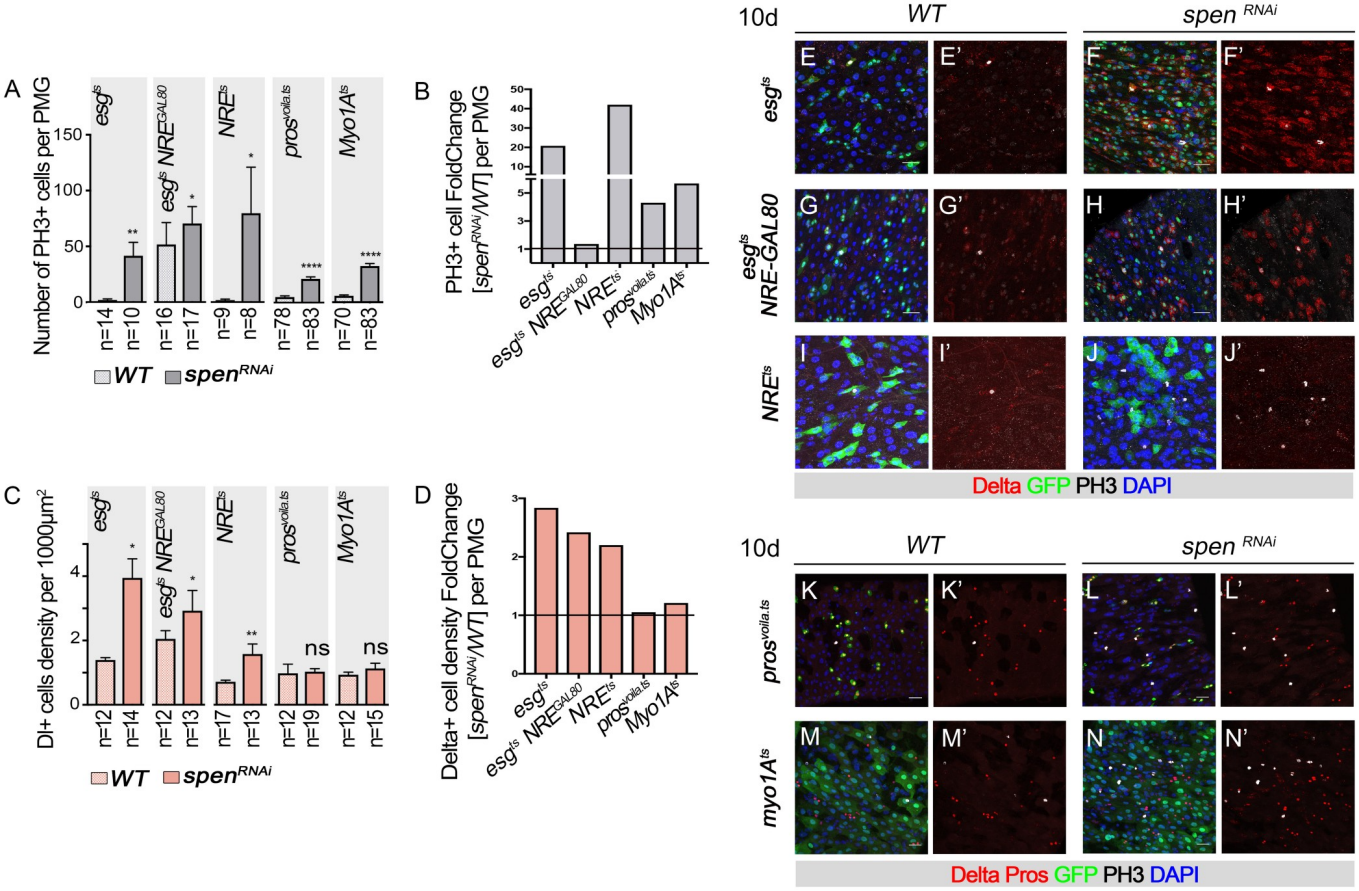
Spen has stem cell autonomous and non-autonomous functions to control ISC numbers and proliferation state. (**A-D)** Quantification of E-N’ (**A**) the number of mitotic cell (PH3+ cells) or (**B**) relative increase in proportion per posterior midgut (PMG) in the indicated genotypes. (C) the density of Dl+ ISCs or **(D)** relative increase. **(E, E’, G, G’, I, I’, K, K’, M, M’)** wild-type UAS-GFP control and **(F,F’, H, H’, J, J’,L, L’, N, N’)** *UAS-spen*^*RNAi*^ expressed for 10 days at 29°C. An increased number of PH3+ cells and Dl+ ISCs was detected upon expression of *UAS-spen*^*RNAi*^ in ISCs and EBs **(E- F’)**, ISCs only **(G-H’)**, and EBs only (**I- J’**; using esg^ts^, *esg*^*ts*^ *combined with NRE-GAL80 –*to block expression in Notch active EB cells, or *NRE*^*ts*^, respectively). (**K-N’**) An increase in PH3+ cells was also found upon expression of *UAS-spen*^*RNAi*^ in Enteroendocrine cells (*pros*^*voila*.*ts*^) or in Enterocytes using *myo1A*^*ts*^. GFP in GREEN marks cell type expression, Delta+ ISCs, RED, mitotic cells (PH3+, Gray), DNA (DAPI, BLUE). Scale bar: 20μm.

The knockdown of *spen* in ISCs-only using *esg-GAL4*, *tub-GAL80*^*ts*^, *NRE-GAL80* line, similarly led to altered Dl membrane location in ISCs, and increased numbers (2.4X) and proliferation of ISCs (1.3X), measured by the density of Dl+ cells and number of PH3+ cells (Fig 2A–2D and 2G–2H’). Because the effect on ISC proliferation was less pronounced when *spen* was knocked down in ISCs only as compared to ISCs and EBs, we hypothesized that *spen* may also function in EBs to limit ISC proliferation. To further explore a function of *spen* in EBs that could limit non-cell autonomously ISC proliferation, we knocked down *spen* function in EBs using *NRE-GAL4*. Consistent with this notion, EB-knockdown of *spen* led to a 2.2X increased number of Dl+ and a 42X increase in the number of PH3+ cells per posterior midgut (Fig 2A–2D and 2I–2J’). Importantly, there was no impact on Dl membrane localization in ISCs (Fig 2I–2J’), indicating that 1) this activity of *spen* is ISC autonomous and 2) that *spen* has additional effects on limiting ISC proliferation and ISC numbers that are independent of its activity in the ISC.

We then further explored potential non-cell autonomous functions of *spen* by examining the effects of the knockdown of *spen* in terminally differentiated EE and EC cells. Expression of *spen*^*RNAi*^ in enteroendocrine cells using the *pros*^*voila*^*-GAL4*, *tub-GAL80*^*ts*^ line, or in EC cells using the *Myo1A-Gal4*, *tub-Gal80*^*ts*^ did not have a major impact on the density of Dl+ ISCs or Delta membrane localization in ISCs (Fig 2A–2D and 2K–2N’). Interestingly, we found that while ISC numbers were not altered, the knockdown of *spen* in ECs and EEs did lead to increased ISC proliferation suggesting a non-autonomous function of *spen* in controlling ISC proliferation from EEs and EC cells (Fig 2A–2D and 2K–2N’). Indeed, *spen* depletion in EEs led to a 3X increase, whereas inactivation in ECs led to a 4X increase in PH3+ cells. (Fig 2B).

We did notice, however, that both of these drivers, showed some leakiness of expression in Dl+ ISC cells (S1 Fig). Consistent with this, we observed that upon *spen* knockdown with *pros*^*voila*^*-GAL4* and *Myo1A-*Gal4, as well as NRE-Gal4 line, rare Dl+ ISCs had strong Dl signal at the membrane and showed GFP expression indicating driver leakiness (S1 Fig). However, we believe that the limited number of ISC cells with leaky expression cannot explain the dramatic effect on ISC proliferation noted above. Thus, *spen* activity in ECs and EEs limits ISC proliferation.

Therefore, through this series of experiments, we conclude that *spen* has multiple functions in controlling ISCs: an ISC-intrinsic role in controlling Dl protein accumulation at the membrane, ISC fate and ISC proliferation; a function in the EB to non-autonomously regulate ISC fate and proliferation; and roles in terminally differentiated cells that limit ISC proliferation.

### *spen* acts upstream or parallel to Notch activation in control of ISC numbers

Our data thus far indicated that *spen* activity has different functions: controlling Dl accumulation on the cell membrane (in ISCs), limiting ISC number (in ISCs and EBs), and restraining proliferation (in ISCs, EBs, EEs and ECs). Importantly, these separate activities can occur independently of each other, suggesting that they involve distinct mechanisms.

In order to better understand the role that *spen* plays in controlling ISC fate and limiting ISC numbers, we then focused on a potential interaction with the Notch pathway, the major pathway implicated in controlling cell fate decisions in the ISC lineage. We hypothesized that *spen* may function through Notch regulation to mediate cell fate decisions and asymmetric fate outcomes. The inactivation of the Notch pathway causes an accumulation of ISC cells and excess numbers of EE cells [2, 3]. Nevertheless, our previous work has shown that lowering, but not completely inactivating Notch signaling can increase the number of ISCs without impacting EE and EC cell numbers [26], similar to the phenotype observed here for *spen* mutant clones. In addition, links between the Spen family proteins and Notch signaling have been demonstrated in other tissues [31, 49, 50, 56]. Thus, *spen* could promote asymmetric outcomes of the cell fate decisions following stem cell divisions by influencing Notch pathway signaling. We therefore explored the possibility that deregulated Notch signaling occurred upon *spen* inactivation by assessing a reporter of Notch transcriptional activity (*NRE-LacZ*, NRE+ cells) in *spen* mutants. The NRE reporter is a synthetic construct with three copies of the SPS site (for Su(H) Paired Sites, binding sites for the Notch activity-dependent transcription factor, Su(H)) that is taken from the *E(spl)m8* regulatory region and combined with three copies of the Grh binding element (Gbe); it likely reports Notch signaling above a given threshold [57]. While in *spen* mutant clones there was an overabundance of Dl+ ISCs that did not have activated Notch, consistent with an increase in stem cells, many cells in these clones still activated the Notch pathway (Fig 3A–3D), further consistent with our results above that terminal differentiation was unaffected. However, these data do not rule out *spen* acting to enhance Notch signaling but not being required for it, affecting a subset of cells receiving Notch signaling. Thus, while *spen* mutant stem cells overproliferated and did not produce as many Notch active EB progenitors per stem cell as wild-type stem cells, they could still derive enough progenitors to give rise to normal numbers of EC cells. The lack of defects detected in EE cell production also imply that *spen* does not alter the production of EE cell precursors derived from the ISC.

**Fig 3:**
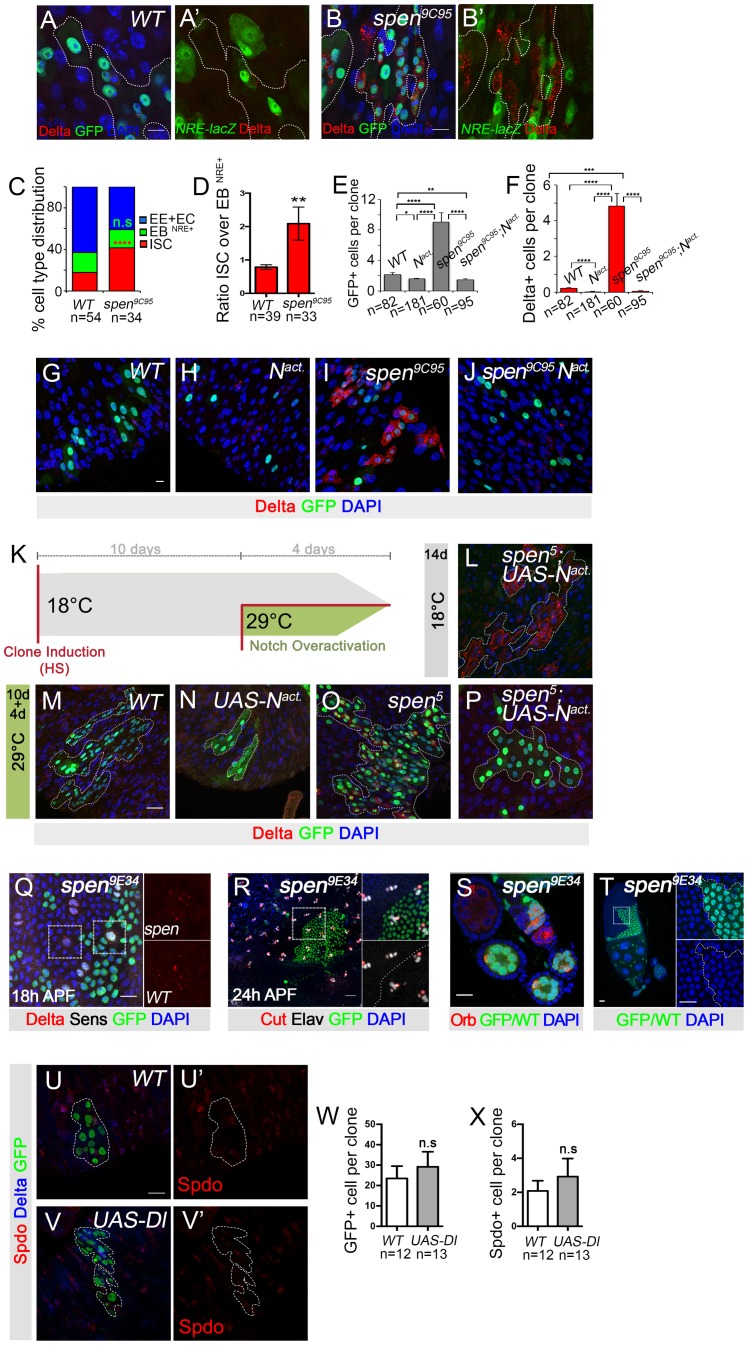
*spen* controls an early stem cell commitment event. **(A, A’)** Wild-type and **(B, B’)** *spen*^*9C95*^ 5 day AHS MARCM clones showed activation of the Notch pathway, as detected by NRE-lacZ (Notch Responsive Element, also called *Su(H)-GBE-LacZ*) [57], ßGal, Green) (GFP, GREEN; DAPI, BLUE). **(C)** Quantification of cell type distribution, ISCs (Dl+ cells) in RED; EBs (EC precursors, NRE-LacZ+, in GREEN), and combined other cells representing mostly EEs and ECs, in BLUE. While the production of EB (NRE+) cells per clone was not affected upon *spen* inactivation, the proportion of Dl+ ISC-like cells significantly increased *spen*^*9C95*^ clones. **(D)** Upon *spen* inactivation, ISC-like cells were more produced compare to EB (NRE+) cells. **(E)** Quantification of the number of GFP+ cells per clone or **(F)** Dl+ cells per clone for G-J (below). Single cell clones have been included in these quantifications (E-F). **(G)** Control wild-type clones produce multi-cell clones, whereas **(H)** the expression of an activated form of the Notch receptor (*UAS-N*^*act*^) promoted differentiation. **(I)** Similarly, *spen* mutant ISCs produced multi-cell clones whereas **(J)** the expression of *UAS-N*^*act*^ drove differentiation and resulted in single-cell clones. (Dl+, RED; clones marked by GFP in GREEN; DAPI in BLUE (G-J). **(K)** Scheme of experimental set-up: Mitotic clones were first generated, then *UAS-N*^*Act*^ was expressed after 10 days in these clones by releasing Gal80ts inhibition at 29°C during 4 days. **(L)** *spen*^*5*^*; UAS-N*^*Act*^ genotype at 18°C where Gal80ts was active therefore *UAS-N*^*Act*^ was not induced. **(M-P)** At 29°C, Gal80ts became inactive in **(M)** wild-type clones, **(N)** those expressing *UAS-N*^*Act*^, **(O)** *spen*^*5*^ clones, and **(P)** *spen*^*5*^*; UAS-N*^*Act*^. Delta+ in RED; clones GFP in GREEN; DAPI in BLUE. **(Q)** Neither *spen*^*5*^ nor **(R)** *spen*^*9C94*^ mutant clones showed defects in sensory organ specification, lineage decisions, or Dl protein accumulation at 18h after pupation (Q) or 24h after pupal formation (APF) (R). **(S)** Germline and (**T**) follicular cell clones of *spen*^*9C94*^ (lack of GFP, GREEN) did not present visible phenotypes akin to defects in Notch signaling. (**U, U’**) Control or (V, V’) UAS-Delta overexpressing clones. Spdo+ in RED; Delta in BLUE; clone GFP in GREEN. (W) Quantification of number of cells per clone U-V’. (X) Quantification of number of Spdo+ cells per clone. For all quantifications a non-parametric Mann-Whitney Two-Way ANOVA test was performed. Error bars represent the Standard Error of the Mean (sem). p<0.01, **. p<0.001, ***. p<0.0001, ****. Scale bars: 10μm, except in T where is 20μm.

Upon cell division, both ISC daughter cells inherit Dl protein present in the ISC mother cell. In a majority of ISC divisions, one of these daughter cells will undergo commitment through activation of Notch signaling and extinguish its expression of Dl and become an EB cell committed towards EC fate [58]. It is possible that ISCs accumulate in *spen* mutants because of a delay in the commitment process, which would result in a decreased number of EBs relative to ISCs. We assessed this by comparing the number of ISCs (Dl+) to the number of EB cells (NRE+). In wild-type lineages, there were 0.79 Dl+ISCs per NRE+ EB cells 5 days AHS. In contrast, upon *spen* inactivation, there were 2.1 ISCs per EB (Fig 3D), suggesting that *spen* mutant ISCs have more symmetric ISC divisions that wild-type ISCs. Thus, while most wild-type stem cell divisions result in asymmetric daughter cell fates [59, 60], in *spen* mutants stem cell divisions, ISC division more frequently leads to symmetric stem cell fate acquisition.

As Spen family members have been implicated in transcriptional regulation, it is possible that *spen* acts to promote reliable activation of Notch target genes either directly or indirectly, as has been suggested in the hematopoietic system [50]. We therefore tested whether *spen* mutant cells could differentiate in response to cleaved active Notch. If *spen* were required for the activation of Notch target genes, the expression of activated Notch would have no effect in *spen* mutants. As previously demonstrated [3], when a cleaved active form of Notch was expressed in wild-type stem cells, it caused their differentiation into ECs generating 1 or 2 cell clones (Fig 3E–3H). *spen* mutant clones contained 4.8 Delta+ cells per clone, while the expression of an active Notch receptor (*UAS-N*^*Act*^) suppressed this to 0.05 Delta+ cells per clone in *spen* and led to smaller clones composed largely of ECs (Fig 3E–3J). To exclude the possibility that overexpression of activated Notch simply forced differentiation of the ISC prior to establishment of the *spen* loss of function phenotype due to residual Spen protein, we repeated the experiment with altered kinetics: *spen* was first inactivated in MARCM clones, then *UAS-N*^*Act*^ was expressed in these clones by releasing Gal80ts inhibition at 29°C (Fig 3K–3P). 14d after *spen* mutant clone induction, indeed stem cells with Delta enrichment at the membrane accumulated (Fig 3L). Note that in this experiment no GFP was detected due to the activity of Gal80ts at 18°C. However, large clones composed of ECs were produced when Notch pathway overactivation was induced for 4d, 10d after *spen* clones had been induced (Fig 3P). Thus, the extra ISC-like cells resulting from *spen* inactivation were forced to differentiate into ECs, when the active Notch form was expressed (Fig 3L–3P). Therefore, *spen* mutant ISCs can respond to Notch pathway activation and differentiate, indicating that *spen* is not essential for Notch target gene activation. This is consistent with our findings above that some *spen* mutant cells can activate Notch signaling.

These data suggest that *spen* may be upstream of, or parallel to, cleavage and activation of the Notch receptor. One important step upstream of Notch activation is the trafficking and endocytosis of its ligand Delta, raising the possibility that the increased numbers of stem cells may result from cell fate defects due to alteration of Delta trafficking or endocytosis. Interestingly, we noticed that Dl protein, but not Sanpodo protein, was more abundant and more strongly localized to the plasma membrane in *spen* mutant stem cells than in wild-type stem cells (Fig 1D and 1L–1N). To test whether this effect on Delta localization was specific to the intestine, we generated *spen* mutant clones in the sensory organ cells of the peripheral nervous system (PNS). We did not find obvious effects on Delta protein levels nor subcellular localization, or lineage specification defects in the PNS (Fig 3Q–3R), or in the ovary (Fig 3S and 3T). Spen’s function on Dl levels is therefore tissue specific.

The membrane accumulation of Delta is known to inhibit, in *cis*, the activity of the receptor Notch present in the same cell [61, 62]. We thus tested whether simply elevating the levels of Dl by overexpression was sufficient to promote accumulation of stem cells using the marker Spdo to assess the number of ISCs. Consistent with observations of others [8, 13, 63], overexpression of Dl in clones led to an enrichment of Delta protein at the membrane, but did not drive accumulation of ISCs or affect stem cell proliferation (Fig 3U–3X). This suggests that the *spen* phenotype is not due to a simple increase in Dl levels, though it could result from altered Dl trafficking dynamics.

All together, these data suggest *spen* has a tissue-specific effect on Dl protein levels and/or trafficking to the cell membrane, and that *spen* limits symmetric cell fate acquisition upon ISC division. This activity impinges upstream or in parallel to cleavage and activation of the Notch receptor.

### *spen* mutant ISCs are less sensitive to lowered EGFR signaling, but are dependent on Akt/Insulin signaling

To gain insight into how *spen* regulates ISC proliferation, we tested whether proliferation of *spen*^*5*^ mutant ISCs was dependent on EGFR signaling, a major pathway controlling ISC cell division. As previously reported [9, 64], we found that the expression of a dominant-negative version of EGFR (EGFR-DN) reduced the size of wild-type clones (19.4 cells per clone in controls to 10.7 cells per clone on average in EGFR expressing clones). Interestingly, expression of EGFR-DN did not decrease the size of *spen* mutant clones (Fig 4A–4E). Furthermore, in *spen* mutants expressing EGFR-DN neither the number, percentage of Dl+ ISCs per clone, nor the strong accumulation of Dl at the membrane were suppressed compared to *spen* mutants (Fig 4A–4D, 4F and 4G). Thus, we conclude that *spen* mutant clones are less sensitive than wild-type clones to reduction in EGFR activity. However, as the EGFR-DN likely does not totally inactivate EGFR signaling, further studies combining complete inactivation of EGFR with *spen* will be required to determine whether *spen* mutant stem cells can proliferate in its absence.

**Fig 4:**
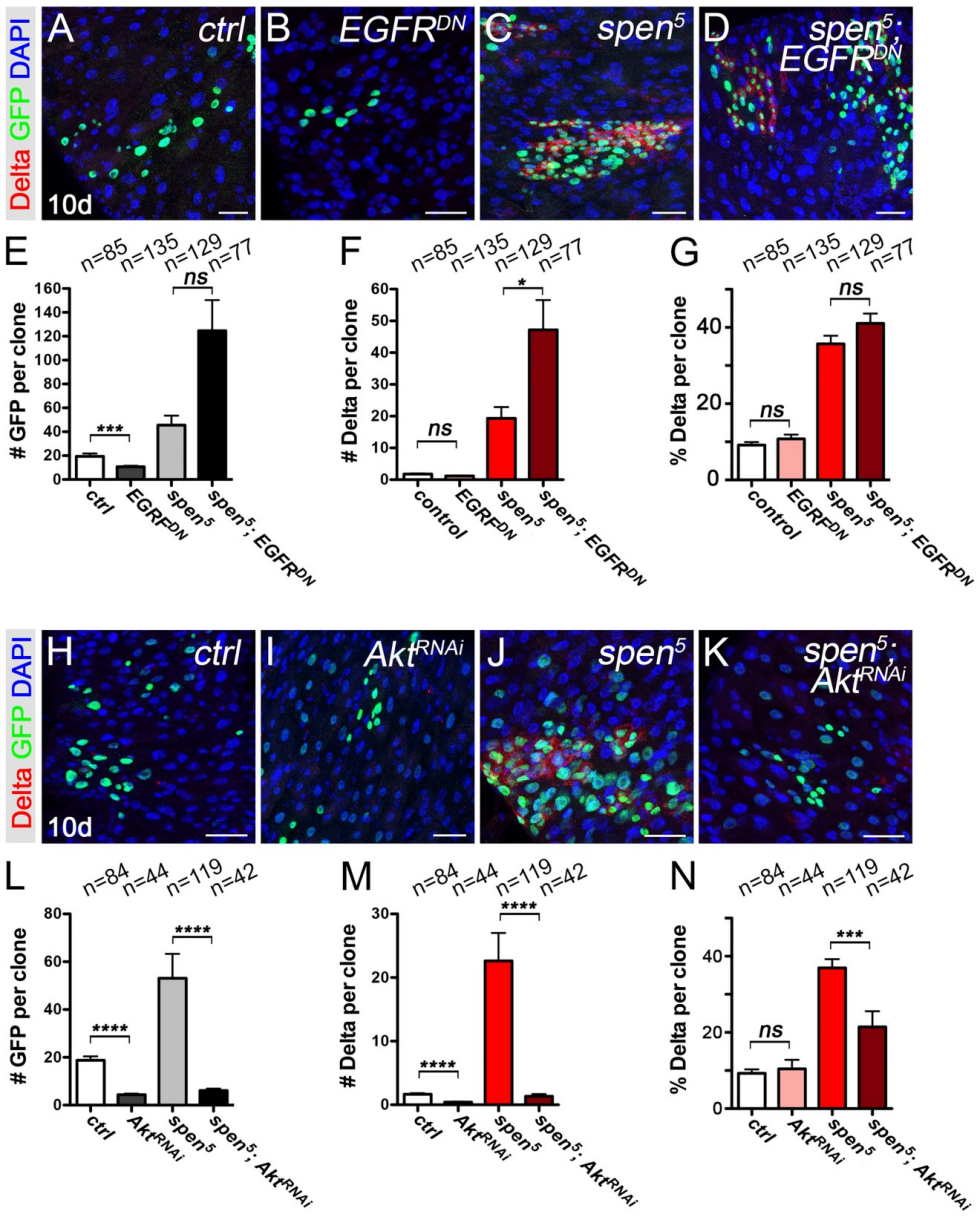
Spen mutants are less sensitive to lowered EGFR signaling, but are suppressed by lowering Akt/Insulin signaling. **(A-D)** Genetic interaction between *spen* and *EGF receptor (EGFR)*. **(A)** Wild-type clones, **(B)**, *EGFR*^*DN*^ clones, **(C)**, *spen*^*5*^ clones, and **(D)** *spen*^*5*^;*EGFR*^*DN*^ clones, 10d after heat shock (AHS). (Delta+, RED; GFP, GREEN; DAPI, BLUE,) **(E)** Quantification of: cells per clone, **(F)** Dl+ cells per clone, and **(G)** Dl cell proportion per clone in A-D. **(H-K)** Genetic interaction between *spen* and *AKT* **(H)** Wild-type clones, **(I)**, *AKT*^*RNAi*^ clones, **(J)**, *spen*^*5*^ clones, and **(K)** *spen*^*5*^;*AKT*^*RNAi*^ clones, 10d after heat shock (AHS). (Delta+, RED; GFP, GREEN; DAPI, BLUE,) **(L)** Quantification of: cells per clone, **(M)** Dl+ cells per clone, and **(N)** Dl cell proportion per clone in A-D. p<0.01, **. p<0.001, ***. p<0.0001, ****. Mann-Whitney Two-Way ANOVA test. One cell clones were excluded in this quantification as only stem cell clones were analyzed. Error bars represent the Standard Error of the Mean (sem). Scale bar: 25μm.

In mammalian cells, Spen was recently suggested to influence the activity status of Akt [65], a downstream component of the Insulin pathway known to regulate ISC proliferation [6, 59, 66, 67]. We therefore wanted to test whether inactivating Akt or the Insulin receptor could suppress *spen*-associated phenotypes. We found that reducing the activity of *Akt* decreased both the size of *spen* mutant clones and the accumulation of Dl+ ISCs per clone (Fig 4H–4N). Interestingly, the strong accumulation of Dl at the membrane was not observed in small *spen*^*5*^*; Akt RNAi* cells (Fig 4J and 4K) suggesting that *Akt* is required for the accumulation of Dl in *spen* mutants. Very few clones were recovered of *spen*^*5*^ mutant expressing a dominant negative Insulin receptor, suggesting clone loss. However, a majority of those that were recovered were very small (6.9 *spen*^*5*^, *InR-DN* cells on average compared to 70 cells in *spen*^*5*^ mutant clones; S2 Fig), consistent with the *spen*^*5*^, *Akt RNAi* phenotype described above.

Altogether, these data suggest that the proliferation of *spen* mutant stem cells is less sensitive to levels of EGFR signaling but dependent on Akt and Insulin receptor signaling.

### *spen* controls transcript abundance and differential exon usage

We then wanted to better characterize downstream effectors of Spen in ISCs and EBs that may contribute to adult stem cell regulation. Spen family members have been shown to regulate gene expression at transcriptional and post-transcriptional levels [30, 33, 34, 36, 68–70]. We thus assessed the impact of *spen* loss of function on gene expression at transcriptomic and exonic level in ISCs and compared this with EBs. We developed a two-color FACS sorting approach to simultaneously sort ISCs and EBs (NRE+ cells). The *esgGal4*, *Gal80ts* system to express *spen*^*RNAi*^ in both ISCs and EBs, along with RFP to mark these cell populations was used. The EBs were further discriminated using a *NRE-Venus* reporter [71]. Thus, ISCs were RED only and Notch active EBs were RED and GREEN (Fig 5A). Wild-type and *spen*^*RNAi*^ ISCs and EBs were sorted by FACS (Fig 5B). polyA+ RNAs were isolated 2 days after *spen*^*RNAi*^ expression and sequenced. 

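The sequencing data covered 11 libraries of sorted cells, with 3 libraries each for WT-ISC, SPEN-ISC and SPEN-EB and 2 for WT-EB. The authors left out the second WT-EB library after their principal component analysis, and the deposited tables hold no values for it. It had failed to cluster with the other WT-EB libraries. The WT-EB libraries that were kept can therefore spread too little, and p-values of comparisons with WT-EB can be too low. Flies were moved from 18 to 29°C for 2 days to induce the RNAi construct, RFP and the rest of the system before their guts were dissociated. The paper states that libraries were made from polyA RNA captured with oligo-dT, whereas the deposited sample descriptions name a ribosomal RNA depletion kit. The deposited tables do not show which of them applied. The authors aligned the reads with TopHat to the r5.54 genome and counted them on the genes and exon bins of the BDGP5 annotation. Reads that TopHat had to place among several sites were kept at 1 site, so counts can be shared between closely related genes such as the lysozymes. The deposited exon counts of a library were taken as its depth, with a median of 30152654 over the 11 libraries. They ranged from 28602107 to 30223391 in WT-ISC and from 28206027 to 30971075 in SPEN-ISC. In EBs they were 31394733 and 31991452 in the WT libraries and between 28344962 and 31587444 in SPEN-EB. For each gene the authors deposited FPKM, and for each of 75196 exon bins the number of reads. Of the FPKM values of the 14595 genes, 33.8% were 0, and between 4676 and 6838 genes per library reached 1 FPKM.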

RNAseq analysis was then performed to assess the effect of *spen* inactivation on differential gene expression and exon usage.

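Gene expression was compared on log2(FPKM + 0.5) with limma, which fits a linear model to every gene and moderates its variance with a trend along expression. Genes with at least 1 FPKM in as many libraries as the smaller group holds were tested, and a Benjamini-Hochberg adjusted p under 0.05 counts as differential expression. The 50 most abundant genes took between 53.6% and 68.0% of the FPKM of a library. Libraries were therefore scaled by a trimmed mean of their log ratios before the fit. Without that scaling, the median log2 fold change of all tested genes was 0.66 between SPEN-EB and WT-EB, and with it the median was −0.05. FPKM are printed as deposited and fold changes after scaling, so they can differ. A rise in the printed FPKM can exceed the printed fold change, and a fall can be smaller than it. The added 0.5 also makes the fold changes of genes near 0 FPKM too small. Exon usage was taken as the share of a gene's counts that fell in an exon bin. It was tested with limma on the log2 ratio of the counts of a bin to those of the other bins of its gene. Bins entered the test with at least 10 counts in as many libraries as the smaller group holds, scaled to the median depth, and at least 15 in total. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, and with 2 against 3 none below 0.2. The adjusted p-values given for genes and exon bins all come from limma.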

**Fig 5:**
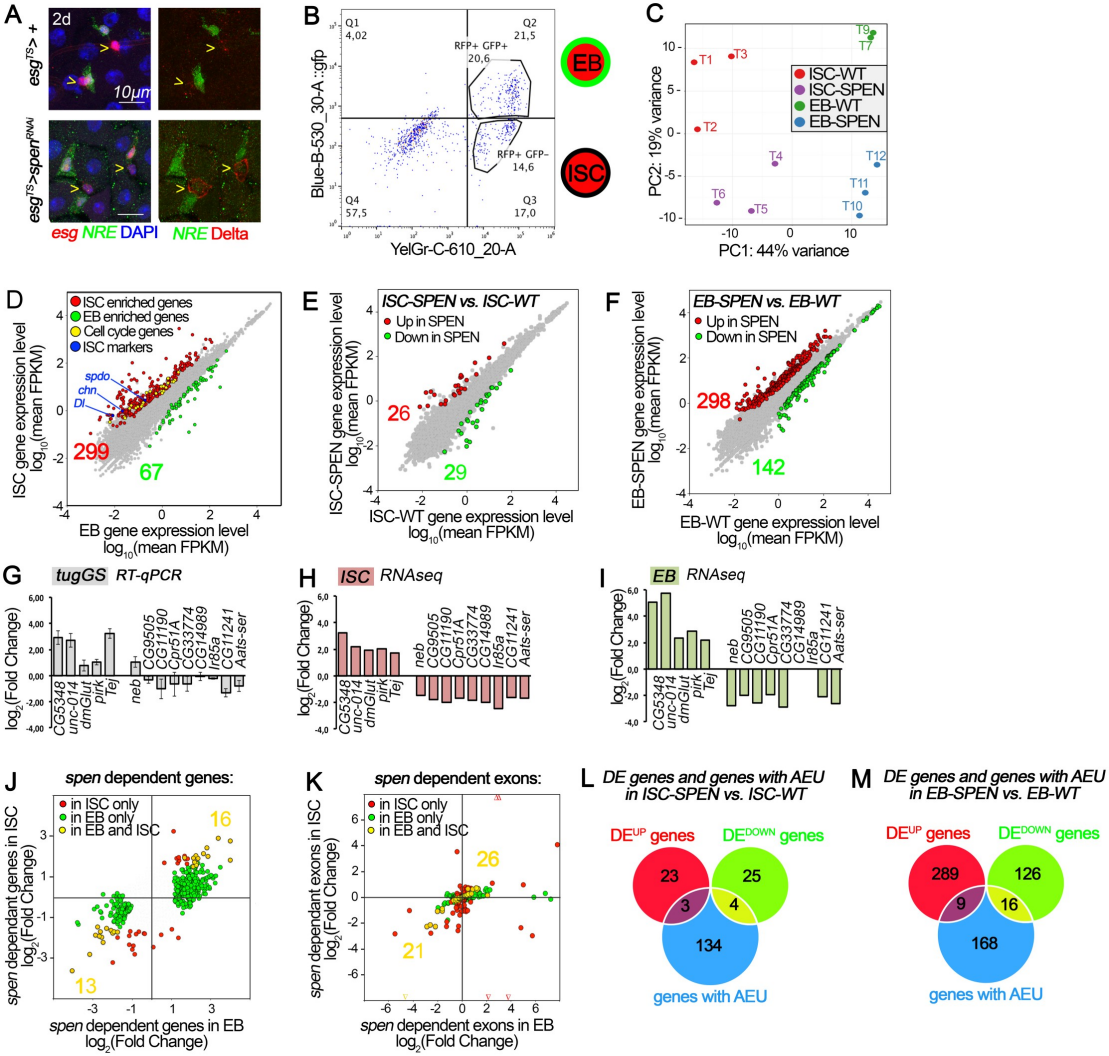
*spen*-dependent transcript identification by RNAseq analysis from two-color FACS sorted *ISC and EB*. **(A)** ISCs and EBs were sorted using a two-color FACS sorting approach following 2 day expression using *esgGAL4*, *Gal80ts* to drive *UAS-RFP* expression in both cells, and *NRE-Venus* (GREEN) to mark only EB cells (EC precursors). Wild-type controls (top panels) showed vesicular Dl staining in esg+ NRE- cells, *spen*^*RNAi*^ (bottom panels) showed membrane accumulation of Dl in esg+ NRE- cells. Scale bar: 10μm. **(B)** Flow cytometry analysis of ISC and EB sorting. The scatterplot revealed two distinct populations: RFP positive (ISCs) and RFP and GFP positive EBs cells. **(C)** Principal component analysis (PCA) based on the 300 top genes with the highest variance clustered our samples in to four distinct groups. **(D)** Differential gene expression comparison between *WT* ISCs and *WT* EBs revealed 366 differentially expressed genes, FDR of 0.05. Genes significantly enriched in ISC (RED), genes significantly enriched in EB (GREEN), known ISC markers (BLUE), cell-cycle related-genes (YELLOW). **(E)** Differential gene expression comparison between *WT vs*. *spen*^*RNAi*^ expressing ISCs or **(F)** EBs; FDR of 0.05. (**G-I**) RT-qPCR validation of *spen-*dependent genes from whole midguts that expressed ubiquitinously *spen*^*RNAi*^ during 2days *(tubGS*), differentially expressed in RNAseq data from (H) ISCs and (I) in EBs. **(J)** Comparison of *spen*-dependent differentially expressed (DE) genes between ISCs and EBs. (**K**) *spen*-dependent differentially used exons. Arrowheads represent exons that are out of the axis range. **(L, M)** Overlap between differentially expressed (DE) genes and genes with alternative exon usage (AEU) in absence of *spen* in ISCs, or **(L)** in EBs (**M**).

In order to validate our RNAseq protocol, we first assessed the similarities between our samples. 

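Over the 11 libraries, the 300 genes with the highest variance of scaled log2(FPKM + 1) gave a first principal component with 36.9% of their variance and a second with 24.1%. For 11 of the 11 libraries the nearest library in the plane of these components was of the same cell type and genotype. The choice of values moved this most. On log2 CPM, summed over exon bins with a prior count of 2, the components held 56.3% and 20.5%, and 7 of the 11 libraries had their nearest neighbour in their own group.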

Principal component analysis (PCA) revealed that our samples clustered in four distinct groups according to their genotype and cell type: WT-ISC, SPEN-ISC, WT-EB and SPEN-EB (Fig 5C). Secondly, we analyzed differential gene expression between sorted wild-type stem cells and wild-type EB cells using DEseq2 [72]. Among the 366 differentially expressed genes identified with a False Discovery Rate (FDR) of 0.05, 299 genes were upregulated in ISCs compared to EBs, including known ISC markers and cell cycle related-genes: *polo* [73], *Cdc2* [73], *Delta* [2, 3], *sanpodo* [26], *charlatan* [74] (Fig 5D, S1 and S2 Tables). In addition, Gene Ontology terminology (GO term) enrichment analysis of the ISC-enriched genes revealed an over-representation of functions and processes associated with cell division regulation and cytoskeleton regulation, reflecting stem cell properties (S3 Table). 

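Of 5898 genes tested between WT-ISC and WT-EB, 194 were differentially expressed, with 142 higher in WT-ISC and 52 higher in WT-EB. For each of the 194 genes the libraries of the groups did not overlap. Chance alone gives this for 20% of unselected genes, but genes that pass the threshold are selected for it, so it is no separate evidence. In all, 796 genes had an unadjusted p under 0.05. WT-ISC replicate 1 moved the count most, since 1965 genes passed without it. *Cdc2*, listed as *cdc2*, reached 23.0 ± 4.19 FPKM (SD, n = 3) in WT-ISC and 1.80 ± 1.09 FPKM (SD, n = 2) in WT-EB, a log2 fold change of 2.76 (standard error 0.39, adjusted p = 4.9e-05 from limma). *polo* reached 6.47 ± 5.75 FPKM (SD, n = 3) against 0.315 ± 0.0572 FPKM (SD, n = 2), a log2 fold change of 2.22 (standard error 0.48, adjusted p = 0.00678). Its call was lost under 3 of 12 alternatives, over which its adjusted p ran from 2.3e-09 to 0.1997. *sanpodo* (*spdo*) had 2.79 ± 2.49 FPKM (SD, n = 3) in WT-ISC and 0.188 ± 0.0263 FPKM (SD, n = 2) in WT-EB and did not pass the threshold (adjusted p = 0.108). It passed when WT-ISC replicate 1 was left out (adjusted p = 2.3e-05) and under none of the 9 other alternatives that tested it. *Delta* (*Dl*) had 0.634 ± 0.506 FPKM (SD, n = 3) in WT-ISC and 0.00837 ± 0.0118 FPKM (SD, n = 2) in WT-EB and was not tested because of its low level. *charlatan* (*chn*), with 0.985 ± 0.668 FPKM (SD, n = 3) against 0.0214 ± 0.0104 FPKM (SD, n = 2), was not tested either. On counts summed over exon bins, where both could be tested with limma's voom, *Dl* and *chn* had adjusted p of 0.0326 and 0.0279. Without a filter on FPKM neither passed, with adjusted p of 0.353 for *Dl* and 0.230 for *chn*. Among the genes that the paper names, 36 were tested, of which 8 passed over all genes and 11 when adjusted over the list alone, a list that is not independent of these libraries. Among the genes that passed, the largest rise in WT-ISC was that of CG13565, from 5.28 ± 1.43 FPKM (SD, n = 2) to 2866 ± 1404 FPKM (SD, n = 3). It was followed by *npf* and *7B2*, with log2 fold changes of 5.55 and 5.48. Of the 366 genes called in the authors' deposited table, 271 passed the filter used here, and 271 of these changed in the same direction. Here 177 of them also passed the threshold.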

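A list of 30 mitosis and cell cycle genes, written down before the deposited values were read, holds 21 genes tested between WT-ISC and WT-EB. All 21 were higher in WT-ISC, with a median log2 fold change of 1.43 against −0.06 for all tested genes. With 9 of them the adjusted p over all genes was under 0.05, and with 17 when adjusted over the list alone. limma's camera, with its preset correlation of 0.01 between genes, gave the list an adjusted p of 1.3e-17 over the 9 lists tested. It stayed under 0.05 with the correlation estimated from the libraries (adjusted p = 0.0321) and in limma's fry test (adjusted p = 0.00891).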

Interestingly, other over-represented functions were also found associated with regulation of protein localization to nucleus, enzyme activity, signal transduction, and negative regulation of cell differentiation, among others (S3 Table). 

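Genes higher in WT-EB than in WT-ISC were fewer than those changed the other way, but without WT-ISC replicate 1 they were more, with 1234 genes higher in WT-EB and 731 higher in WT-ISC. CG30090 had the largest difference, with 282 ± 18.7 FPKM (SD, n = 2) in WT-EB and 9.71 ± 3.71 FPKM (SD, n = 3) in WT-ISC, a log2 fold change of −5.61 (standard error 0.52, adjusted p = 1.9e-07 from limma). CG15629 and CG17145 followed, with log2 fold changes of −5.50 and −4.89. Each of the 3 calls held under the 12 alternatives that gave a p.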

No specific GO term enrichment could be found with EB-enriched genes. Thus, ISCs and EBs cells were separated by our two-color FACS approach, and this allowed us to reliably identify differentially expressed genes.

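From the grouping of the libraries and from the markers and cell division functions among the genes higher in ISCs, the paper concludes that the sorting separated ISCs from EBs and that differentially expressed genes could be identified reliably. Between the log2 fold changes computed here and those of the authors' deposited table for the same comparison, Spearman's rho was 0.991 across genes, which are not independent replicates.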

SPEN-family proteins play prominent roles in transcription as well as post-transcriptional processes. Therefore, we analyzed the impact of *spen* inactivation on differential gene expression (DEseq2) [72] and differential exon usage (DEXseq) [75] in ISCs and EBs. In ISCs, we found 55 genes were differentially expressed with a FDR of 0.05, of which 26 were up and 29 were down upon *spen* inactivation (Fig 5E, S4 Table). 

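Of 6346 genes tested between SPEN-ISC and WT-ISC, 7 were differentially expressed, 2 higher and 5 lower in SPEN-ISC, and 214 had an unadjusted p under 0.05. That is fewer than chance alone gives, so the small number called does not show that few genes changed. For each of the 7 genes the libraries of the groups did not overlap. Chance alone gives this for 10% of unselected genes, and the 7 were selected by the threshold, so it is no separate evidence. Single libraries moved the count, which ran from 1 gene without SPEN-ISC replicate 1 to 40 genes without WT-ISC replicate 1 or without SPEN-ISC replicate 3. Most of these 40 genes were higher in SPEN-ISC, 23 without the former library and 26 without the latter. The higher genes were CG43182 and CG17549. CG43182 was listed at 0 in the WT-ISC libraries and lay between 6.71 and 23.8 FPKM in SPEN-ISC (adjusted p = 0.00274 from limma). *Ir85a*, among the lower genes, fell from 6.92 ± 1.24 FPKM (SD, n = 3) in WT-ISC to 0.964 ± 0.338 FPKM (SD, n = 3) in SPEN-ISC, a log2 fold change of −2.55 (standard error 0.42, adjusted p = 0.0233). It was not called under 4 of 15 alternatives, over which the adjusted p ran from 0.00112 to 0.386. Of the 55 genes called in the authors' deposited table, 32 passed the filter used here. All 32 changed in the same direction, 31 with an unadjusted p under 0.05, and they include the 7 genes called here.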

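Between SPEN-EB and WT-EB, 5763 genes were tested with limma and 372 were differentially expressed, 221 higher and 151 lower in SPEN-EB, with 1316 genes at an unadjusted p under 0.05. The libraries of the groups did not overlap for any of the 372 genes. The 20% expected by chance holds for unselected genes only, so this is no separate evidence either. Without SPEN-EB replicate 1 the count was 239 genes, and without SPEN-EB replicate 2 it was 965 genes. The larger number of higher genes depended on that library, since 310 genes were higher and 655 lower without it. Among the largest changes, *Jon25Bii* rose from 2.68 ± 1.10 FPKM (SD, n = 2) in WT-EB to 63.7 ± 15.7 FPKM (SD, n = 3) in SPEN-EB, a log2 fold change of 3.64 (standard error 0.41, adjusted p = 3.7e-07). CG43055 rose from 0.612 ± 0.347 FPKM (SD, n = 2) to 20.1 ± 5.18 FPKM (SD, n = 3), with an adjusted p of 1.6e-07. CG10157 fell from 16.4 ± 6.45 FPKM (SD, n = 2) to 1.30 ± 0.665 FPKM (SD, n = 3), a log2 fold change of −3.88 (standard error 0.44, adjusted p = 4.4e-06). *Nplp2* fell by 3.13 on the log2 scale (adjusted p = 3.6e-06). *Jon25Bii* and *Nplp2* each lost their call under 1 of 12 alternatives, with the highest adjusted p at 0.0881 and 0.115. In the authors' deposited table 440 genes were called for this comparison, and 393 of them passed the filter here. All 393 changed in the same direction, and 315 were called here too.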

In EBs, 440 genes had significantly altered expression with 298 up and 142 down in *spen*^*RNAi*^ (Fig 5F, S4 and S2 Tables). We validated a number of these genes using RT-qPCR analysis. Indeed, genes that were found up-regulated or down-regulated in ISC and/or EB in our RNAseq data, showed similar relative expression pattern when *spen* was knockdown in whole midgut (compare Fig 5G to 5H and 5I). Interestingly, 29 (13 DOWN and 16 UP) *spen-*dependent genes were similarly de-regulated in the two cell types (Fig 5J and S2 Table). 

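Among the 5680 genes tested in both cell types, 5 were called in SPEN-ISC and in SPEN-EB with the same direction, and all 5 are named here. The hypergeometric probability of at least that many shared calls was 5.6e-06. It takes the calls of the cell types as independent draws. Genes are not independent, the cell types were sorted simultaneously, and all SPEN libraries share the same transgene and background. The probability therefore does not measure chance agreement. CG17549 was the shared gene that rose. It had 0.494 ± 0.263 FPKM (SD, n = 3) in WT-ISC and 11.5 ± 2.79 FPKM (SD, n = 3) in SPEN-ISC (adjusted p = 0.00436 from limma), and 0.235 ± 0.176 FPKM (SD, n = 2) in WT-EB and 12.4 ± 3.25 FPKM (SD, n = 3) in SPEN-EB (adjusted p = 1.8e-07). CG33774 had log2 fold changes of −2.40 in ISCs (adjusted p = 0.0338) and −3.11 in EBs (adjusted p = 9.5e-07). CG11190 had log2 fold changes of −2.26 in ISCs (adjusted p = 0.0366) and −2.42 in EBs (adjusted p = 3.9e-05). CG5867 and CG9377 fell too, and CG9377 was listed at 0 in the SPEN-ISC and SPEN-EB libraries. In ISCs, CG33774, CG11190 and CG5867 each lost their call under 6 of 15 alternatives, with adjusted p up to 0.335, 0.516 and 0.307. The number of shared genes was 0 without SPEN-ISC replicate 1 and 23 without SPEN-ISC replicate 3. Of 359 genes called in EBs and tested in both cell types, 328 changed in the same direction in ISCs. Of the 29 shared genes of the authors' deposited tables, 23 were tested in both cell types and 22 had an unadjusted p under 0.05 in both.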

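Exon bin E014 of *spen* spans 12094 bases, from 187482 to 199575 on chromosome arm 2L. It held 48.7 ± 48.2 counts (SD, n = 3) in WT-ISC and 1287 ± 792 counts (SD, n = 3) in SPEN-ISC. In EBs it held 9.50 ± 3.54 counts (SD, n = 2) in WT and 506 ± 185 counts (SD, n = 3) upon *spen* RNAi. Its share of all *spen* counts was 19.7 ± 13.8% in WT-ISC and 81.0 ± 7.35% in SPEN-ISC (SD, n = 3 each). The share was 13.4 ± 2.76% (SD, n = 2) in WT-EB and 73.8 ± 11.0% (SD, n = 3) in SPEN-EB. The libraries of WT and SPEN did not overlap in either cell type, although the change in usage of the bin did not pass the threshold of limma (adjusted p = 0.611 in ISCs and 0.153 in EBs). In EBs it passed when SPEN-EB replicate 1 or 2 was left out, and in ISCs under limma's diffSplice. Outside E014, the *spen* bins together held 160 ± 54.0 counts in WT-ISC and 290 ± 193 counts in SPEN-ISC (SD, n = 3 each). They held 60.0 ± 8.49 counts (SD, n = 2) in WT-EB and 218 ± 205 counts (SD, n = 3) in SPEN-EB. Tested with limma's voom in place of the gene, these bins had a log2 fold change of 0.44 in ISCs (standard error 0.55, adjusted p = 1.00) and of 0.73 in EBs (standard error 0.75, adjusted p = 0.617). No fall of the *spen* transcript outside E014 was detectable at this depth. The deposited tables give 1 count per bin, so sense and antisense reads were not separated.

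**Figure D1:**
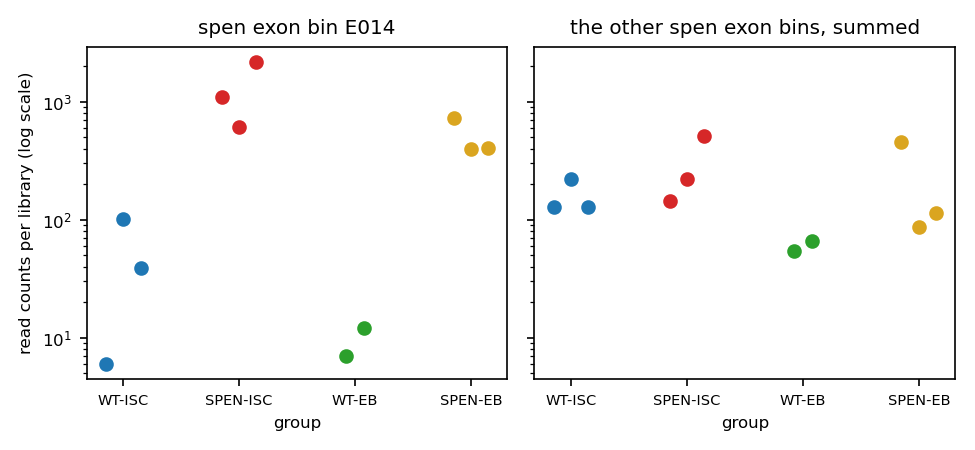
Read counts per library in *spen* exon bin E014 (left) and in the other *spen* exon bins together (right), on a log scale, for WT-ISC, SPEN-ISC, WT-EB and SPEN-EB; each point is 1 library. In E014 the SPEN libraries lie between 393 and 2160 counts and the WT libraries between 6 and 101, whereas outside it the groups overlap in ISCs and lie between 54 and 66 counts in WT-EB and between 87 and 454 in SPEN-EB.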

Of note, the observed upregulation of *spen* in ISCs and EBs expressing *spen*^*RNAi*^ was due to the overexpression of the dsRNA (742bp) that targets the exon E14 of *spen* in this experimental set up. Indeed, sequencing reads accumulated in both *sense* and *anti-sense* orientations in this region when *spen*^*RNAi*^ is expressed, but not in WT. 

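*Dl* was expressed between 0.172 and 1.18 FPKM in the WT-ISC libraries, too low for the test, and at 3.02 ± 3.82 FPKM (SD, n = 3) in SPEN-ISC, where the libraries ran from 0.579 to 7.43 FPKM. On exon bin counts, with limma's voom, its log2 fold change between SPEN-ISC and WT-ISC was 1.56 (adjusted p = 1.00). In EBs it stayed at or below 0.155 FPKM in the SPEN libraries and 0.0167 FPKM in the WT libraries. Of its 8 exon bins, E001, E002, E003 and E008 had enough counts for the usage test in ISCs. Their log2 usage ratios were −0.95, −0.02, 0.65 and −0.16, each with an adjusted p of 1.00 from limma and standard errors from 0.43 to 0.50. None of the bins had enough counts for the test in EBs. A change of *Dl* smaller than the spread between SPEN-ISC libraries was not detectable at this depth.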

Importantly, we did not detect alteration of *Dl* mRNA levels or exon usage, suggesting that the increase in Dl protein detected in *spen* mutant clones is likely due to regulation of Dl protein itself, perhaps during its endocytic trafficking steps.

While the shorter SPEN-family members (Spenito in flies; RBM15, RBM15B in mouse) impact splicing regulation [33, 35, 37–39, 41], the larger SPEN-family proteins (*SPEN/SHARP* in mouse), to date, have primarily been implicated in transcriptional regulation [28, 31, 34, 76]. Nevertheless, mammalian SPEN was found as an interactor of the spliceosome, raising the possibility that SPEN also impacts splicing [29]. 

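Exon usage was tested for 28064 exon bins of 6157 genes in ISCs and for 25752 bins of 5824 genes in EBs. In ISCs, 9 bins of 7 genes differed between SPEN and WT, 4 used more and 5 used less, and 1005 bins (3.58%) had an unadjusted p under 0.05. That share is smaller than chance alone gives, so the test was conservative in ISCs. In EBs, 22 bins of 17 genes differed, 11 used more and 11 used less, and 1495 bins (5.81%) had an unadjusted p under 0.05. The alternative that moved these counts most was chosen after the data were seen. It added the ratio of 3′ to 5′ coverage of each library to the model and gave 49 bins in ISCs and 267 bins in EBs. Without SPEN-EB replicate 1, the count in EBs was 161 bins. In ISCs the smallest adjusted p were those of CG33774 E001, *neb* E001 and *neb* E002, all at 0.000498 from limma. In EBs they were those of CG33774 E001 (adjusted p = 0.00029), CG33774 E003 (adjusted p = 0.00116) and *Cbl* E001 (adjusted p = 0.0014). *Cbl* E001 rose from 5.87 ± 0.121% (SD, n = 2) of its gene's counts in WT-EB to 14.0 ± 1.74% (SD, n = 3) in SPEN-EB. In the authors' deposited tables, 205 bins were called in ISCs and 253 in EBs. Of these, 168 and 238 were tested here, of which 165 and 230 had an unadjusted p under 0.05, and the 9 and 22 bins called here were all among them.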

We therefore assessed exon usage in wild-type and *spen*^*RNAi*^ ISCs and EBs, and identified 141 transcripts that had one or more exon(s) with significantly different usage in ISCs and 193 in EBs (Fig 5K–5M, S5 and S6 Tables). 

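In both cell types, 7 exon bins of 5 genes passed the threshold and changed in the same direction upon *spen* RNAi. They were E001 and E002 of *neb*, E001 and E003 of CG33774, E002 of CG9894, E003 of CG18853 and E008 of CG42684. For *neb*, E001 (20075757 to 20077296 on 2L) took 5.68 ± 0.961% of the counts in WT-ISC and 29.6 ± 2.65% in SPEN-ISC (SD, n = 3 each). In EBs its share was 2.16 ± 0.361% (SD, n = 2) in WT and 15.5 ± 5.10% (SD, n = 3) in SPEN. Only both *neb* bins were tested, so that E002 had the opposite change by construction. Bin E003 of CG33774 is 48 bases long. It held 33.2 ± 1.07% of the counts in WT-ISC and 0.367 ± 0.358% in SPEN-ISC (SD, n = 3 each), and 35.3 ± 1.19% (SD, n = 2) in WT-EB and 1.42 ± 0.394% (SD, n = 3) in SPEN-EB. With each ISC or SPEN-EB library left out in turn, between 6 and 8 bins were shared.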

We also found that the usage of 47 exons located in 37 transcripts, was similarly affected in the two cell types (Fig 5K, S5 and S6 Tables). Of note, the alterations in exon usage that we detected upon *spen* knockdown are comparable to the number of transcripts with altered splicing events upon inactivation of the Spenito-associated m^6^A methylation complex. Upon the inactivation of *ime4*, encoding a methyltransferase component of this complex, 163 transcripts were affected. Inactivation of, *YT521*, encoding an m^6^A reader altered 103 transcripts [33, 41]. 

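Exon bin E004 of *spenito* (*nito*) lies on chromosome arm 2R from 3852832 to 3854196. It held 51.4 ± 0.101% of the gene's counts in WT-EB (SD, n = 2) and 33.0 ± 2.03% in SPEN-EB (SD, n = 3), with 46.5 and 48.0 counts per library on average. The log2 usage ratio was −1.05 (standard error 0.30), and the bin did not pass the threshold over all bins tested (adjusted p = 0.480 from limma). It passed under none of the alternatives run for EBs. In ISCs its share lay between 58.8% and 89.1% in the WT libraries and was 34.0 ± 4.06% (SD, n = 3) in SPEN, a log2 usage ratio of −2.02 (standard error 0.58, adjusted p = 1.00) that passed only without WT-ISC replicate 1 (adjusted p = 0.0265). In both cell types each SPEN library lay below each WT library, which chance gives with a probability of 10% in ISCs and 20% in EBs, counting both directions.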

Interestingly, our data also revealed that in EBs expressing *spen*^*RNAi*^, *spenito* exon E4, located in its 3’UTR, was significantly less used than in WT (Fig 6A). This may reflect an increase in the long 3’UTR *spenito* isoform due to E4 exon skipping. These observations suggested that *spen* affects exon usages of many RNAs including that of its related gene, *spenito*.

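*nito* itself did not change measurably in level, with log2 fold changes of −1.07 in ISCs (standard error 0.47, adjusted p = 1.00 from limma) and −0.15 in EBs (standard error 0.41, adjusted p = 0.848). From the changed bins and from the bin of *spenito*, the paper proposes that *spen* affects the exon usage of many RNAs.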

**Fig 6:**
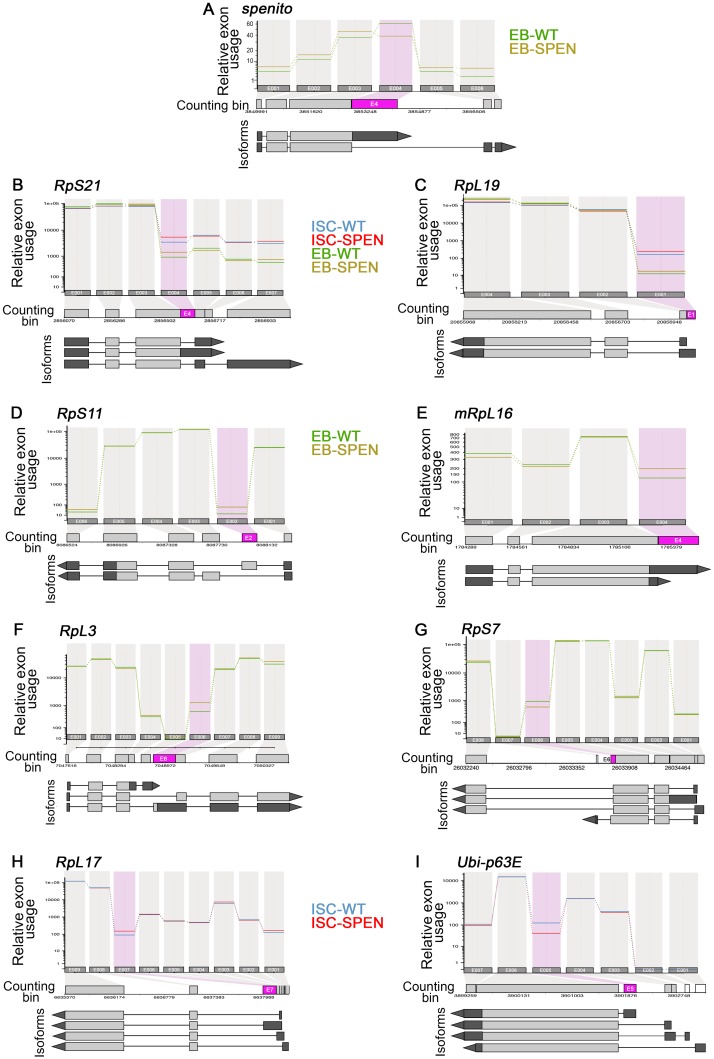
Examples of types of altered exons upon *spen* knockdown. Visualization of the relative exon usage, in a subset of example transcripts (DEXseq plot): (**A**) The relative exon usage of *spenito* was affected by *spen*^*RNAi*^ in EBs **(B)** Ribosomal protein encoding transcript RpS21 and **(C)** RpL19 had exon usage alteration upon spen^RNAi^ in both ISCs and EBs. **(D)** RpS11, **(E)** mRpL16, **(F)** RpL3 and **(G)** RpS7 showed differential exon usage in *spen* knock-down EBs. Additional examples of splicing could be found upon *spen*^*RNAi*^ expression in ISCs: within **(H)** RpL17 and **(I)** Ubi-p63E transcripts. On top, each line corresponds the relative exon usage of a single “counting bin” generated as defined in the Materiels & Methods. The relative exon usage is shown on top for each sample groups independently: ISC-WT (BLUE), ISC-SPEN (RED), EB-WT (GREEN), EB-SPEN (YELLOW). Significant differentially used exons (FDR of 0.05) are represented in PINK and non-expressed exons in both samples are represented in WHITE. Below, are shown the different annotated isoforms from each transcript, with the coding sequence (CDS) in LIGHT GRAY and the untranslated regions (UTRs) in DARK GRAY.

We then wanted to understand whether the majority of Spen’s activity in controlling gene expression was mediated by alteration in exon usage. Of the 55 genes altered upon *spen* knockdown in ISCs, 7 (16.7%) were found to have altered expression levels and exon usage. Similarly, of the 440 genes differentially expressed between wild-type and *spen*^*RNAi*^ in EBs, 25 genes (5.7%) were both differentially expressed and had altered exon usage (Fig 5L and 5M and S7 Table). This suggests that in absence of *spen* function, most of the changes in differential gene expression (83.3% in ISC and 94.3% in EBs) are not due to a difference in exon usage. Thus, we conclude that Spen controls transcript abundance and exon usage in ISCs as well as in EBs. In addition, Spen has common effects on transcripts independently of the cell type, which may reflect more general Spen target genes. 

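Of the 7 genes differentially expressed in ISCs here, 1 (14.3%) also had a bin with altered usage. That gene was CG33774. Under the alternatives the number ran from 0 to 2 genes.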

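In EBs, 6 of the 372 differentially expressed genes (1.61%) also had altered exon usage. They were *Cbl*, CG15093, CG2909, CG33774, *neb* and *RpS21*. The added coverage term, chosen after the data were seen, gave 24 such genes.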

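The paper reasons from the small overlap between differentially expressed genes and genes with altered exon usage that most changes in expression are not due to exon usage. From both kinds of change together it concludes that Spen controls transcript abundance and exon usage in ISCs and in EBs. For a number of the changed genes it also ran RT-qPCR on whole midguts with ubiquitous *spen* RNAi, and it reports similar changes there. Those measurements are not part of the deposited data. Across genes tested in both cell types, Spearman's rho between the log2 fold changes upon *spen* RNAi in ISCs and in EBs was 0.65, where genes are not independent replicates.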

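Whether the effect of *spen* RNAi differed between ISCs and EBs was tested as an interaction in 1 limma model over the 11 libraries. Among 6791 genes, 0 passed an adjusted p of 0.05, and 115 had an unadjusted p under 0.05. That is fewer than chance alone gives, so the test was conservative. The 0 therefore does not show that the effects were alike in both cell types. The count stayed at 0 when each ISC or SPEN-EB library was left out in turn. CG4302 and *Ir85a* had the smallest adjusted p, which were both 0.560.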

Finally, Spen also has cell-specific effects on RNAs in ISCs and EBs.

### *spen* regulates genes involved in similar biological processes

In order to assess the function of the spen-dependent genes, we performed a GO term enrichment analysis on the differentially expressed (DE) genes and genes with alternative exon usage (AEU) in ISCs and in EBs respectively, upon *spen* inactivation (S3 Table). In ISCs, our analysis revealed 3 over-represented GO term categories associated with the symporter activity. 

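Several of the calcium and glutamate transport genes were expressed too low to be tested. *cac* had 0.0962 ± 0.0755 FPKM in WT-ISC and 0.00537 ± 0.00247 FPKM in SPEN-ISC (SD, n = 3 each) and was not tested. CG5348, which lies within the interval of *unc-104* on 2R, rose from 0.0145 ± 0.0126 to 2.43 ± 1.94 FPKM in ISCs (SD, n = 3 each) and was not tested there. On counts summed over exon bins, limma's voom gave its change in ISCs an adjusted p of 0.00986, and it passed under 3 of the 10 settings that tested it. In EBs it rose from 0.0311 ± 0.0142 FPKM (SD, n = 2) to 6.83 ± 2.82 FPKM (SD, n = 3), with a log2 fold change of 3.39 (adjusted p = 3.8e-07 from limma). *unc-104* was 4.88 higher on the log2 scale in SPEN-EB (adjusted p = 0.0605), with a call under most alternatives. Whether reads of one of these overlapping genes were counted in the other was not tested. *pain* rose from 7.95 ± 0.359 FPKM (SD, n = 2) in WT-EB to 43.5 ± 25.2 FPKM (SD, n = 3) in SPEN-EB, a log2 fold change of 1.39 (adjusted p = 0.0569). It passed under some of the alternatives, over which the adjusted p ran from 2.1e-05 to 0.413. *dmGLUT* (*dmGlut*) was 2.03 higher on the log2 scale in SPEN-ISC (adjusted p = 0.361) and 1.86 higher in SPEN-EB (adjusted p = 0.00373). CG9864 rose from 0.528 ± 0.0666 FPKM (SD, n = 2) in WT-EB to 4.12 ± 1.72 FPKM (SD, n = 3) in SPEN-EB (log2 fold change 1.58, adjusted p = 0.0100). The EB calls of *dmGlut* and CG9864 were each lost under 3 of 12 alternatives, with adjusted p up to 0.168 and 0.212. CG15096, with 0.0195 ± 0.0276 FPKM (SD, n = 2) in WT-EB and 0.944 ± 0.517 FPKM (SD, n = 3) in SPEN-EB, was not tested, and it passed only on deposited FPKM without further scaling (adjusted p = 0.0359). *NAAT1* was listed at 0 in both WT-EB libraries and lay between 0.365 and 0.966 FPKM in SPEN-EB, also too low for the test. On exon bin counts *NAAT1* passed (adjusted p = 0.0164), and without a filter on FPKM it did not (adjusted p = 0.201).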

Of note, these included Ca^2+^ transport regulators (*cac* [DOWN in ISCs], CG5348 [UP in ISCs], *pain* [down in EBs]) and regulators of Glutamate transport (*dmGLUT* [UP in ISCs and EBs], CG9864 [down in EBs], CG15096 [UP in EBs]) and the more general amino acid transporter *NAAT1* [UP in EBs]. Given the recent findings of regulation of ISC proliferation through L-Glutamate and Ca^2+^ influx [5, 77, 78], we hypothesize that the disruption of their expression upon *spen* inactivation may contribute to the defects in *spen* mutants of ISC numbers and proliferation. Furthermore, *cac* affects lysosomal transport [79], raising the possibility that its alteration could change the dynamics of Dl protein in *spen* mutant ISCs.

In EBs, the GO term enrichment analysis of the *spen*-dependent differentially expressed genes showed 10 over-represented GO term categories associated with enzymatic activity (S3 Table). It also revealed an over-representation of the GO term category “maintenance of imaginal disc-derived wing hair orientation” (S3 Table), which was supported by the upregulated genes *cora* (encoding an actin binding protein) and *Gli* (encoding a transmembrane protein known to localized at tricellular junctions in the intestine [80]). This function is affected by *spen* during *Drosophila* development, where it is required for the formation and the correct positioning of vein and bristle cells, as well as the maintenance of planar polarity in the wing imaginal discs [81]. 

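*cora* had 0.865 ± 0.169 FPKM (SD, n = 2) in WT-EB and 5.67 ± 4.07 FPKM (SD, n = 3) in SPEN-EB, a log2 fold change of 1.39 (standard error 0.42, adjusted p = 0.0392 from limma). Its call was lost under 7 of 12 alternatives, over which the adjusted p ran from 0.00255 to 0.343. *Gli* rose from 0.989 ± 0.139 FPKM (SD, n = 2) to 4.60 ± 0.766 FPKM (SD, n = 3), a log2 fold change of 1.18 (standard error 0.40) that did not pass the threshold (adjusted p = 0.0657). It passed under 2 of 12 alternatives, among them leaving out SPEN-EB replicate 3.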

Interestingly, *spen* knockdown led to alteration of transcript levels and exon usage in numerous ribosome associated genes. 4 over-represented GO term categories associated with cytoplasmic ribosomal processes were found of genes with alternative exon usage in EB upon *spen* knockdown. Indeed, upon *spen* knockdown in EBs, 13 ribosomal protein-coding genes had changes in their exon usage (Fig 6B–6I, S5 Table). In addition, 19 ribosomal protein-coding genes had differential gene expression and were found downregulated in EBs upon *spen*^*RNAi*^ (S4 Table). Among them, *RpS21* and *RpL19* were downregulated and had an alternative exon usage dependent of *spen* (S3 and S4 Tables). 

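Among ribosomal protein genes, 587 exon bins of 145 genes were tested in EBs, and 2 bins passed the threshold, in *RpS21* and *RpS7*. In all, 74 of these bins had an unadjusted p under 0.05. The count of genes was 19 without SPEN-EB replicate 1 and also 19 with the coverage term, which was chosen after the data were seen. *RpS7* E003, a bin of 53 bases, fell from 0.270 ± 0.00392% of the gene's counts in WT-EB (SD, n = 2) to 0.160 ± 0.0188% in SPEN-EB (SD, n = 3), a log2 usage ratio of −0.76 (standard error 0.11, adjusted p = 0.0337 from limma). *RpL3* E006 rose by 1.09 on the log2 scale (standard error 0.20, adjusted p = 0.219) and *mRpL16* E004 by 0.78 (standard error 0.17, adjusted p = 0.223). Both of these bins passed without SPEN-EB replicate 1. *RpL3* E006 held 0.311 ± 0.0752% of the counts in WT-EB (SD, n = 2) and 0.660 ± 0.129% in SPEN-EB (SD, n = 3).

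**Figure D2:**
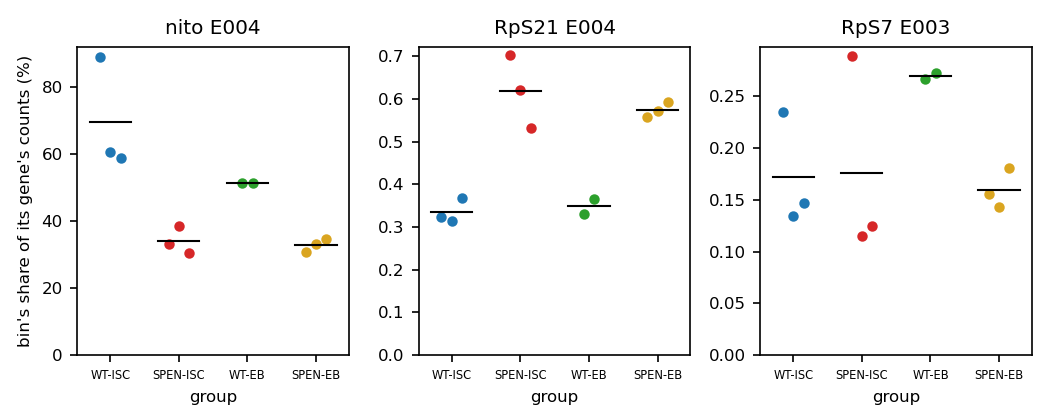
Share of the gene's counts (%) in exon bin E004 of *nito*, E004 of *RpS21* and E003 of *RpS7* in each library of WT-ISC, SPEN-ISC, WT-EB and SPEN-EB; lines are group means. In EBs the SPEN libraries lie below WT for *nito* and *RpS7* and above WT for *RpS21*, and in ISCs the groups overlap for *RpS7* only.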

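The deposited tables hold 161 genes of cytoplasmic and mitochondrial ribosomal proteins, of which 155 were tested in EBs. Their median log2 fold change between SPEN-EB and WT-EB was −0.97, against −0.03 for the other genes, and 152 of the 155 were below 0. The adjusted p over all genes was under 0.05 for 20 of them, all lower in SPEN-EB, and 86 passed when adjusted over the list alone, with 102 at an unadjusted p under 0.05. The number called was 2 without SPEN-EB replicate 3 and 109 without SPEN-EB replicate 2, and none were called without a filter or with voom on exon bin counts. Cytoplasmic ribosomal protein genes had a median of −1.07 and mitochondrial ones of −0.85. Without scaling the medians were −0.30 and −0.10, in both cases below that of all tested genes. In ISCs the 155 genes had a median of −0.37, against 0.05 for the other genes, with 138 below 0. There, 0 were called and 0 had an unadjusted p under 0.05. Camera with the estimated correlation gave the cytoplasmic and mitochondrial lists adjusted p of 0.392 and 0.409 in EBs. With fry they were 0.0924 and 0.124. Between WT-ISC and WT-EB, after scaling, only 1 of 84 cytoplasmic and 1 of 72 mitochondrial genes were higher in WT-ISC. Both comparisons share the WT-EB libraries, so a fall upon *spen* RNAi in EBs cannot be told apart from high values in those libraries.

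**Figure D3:**
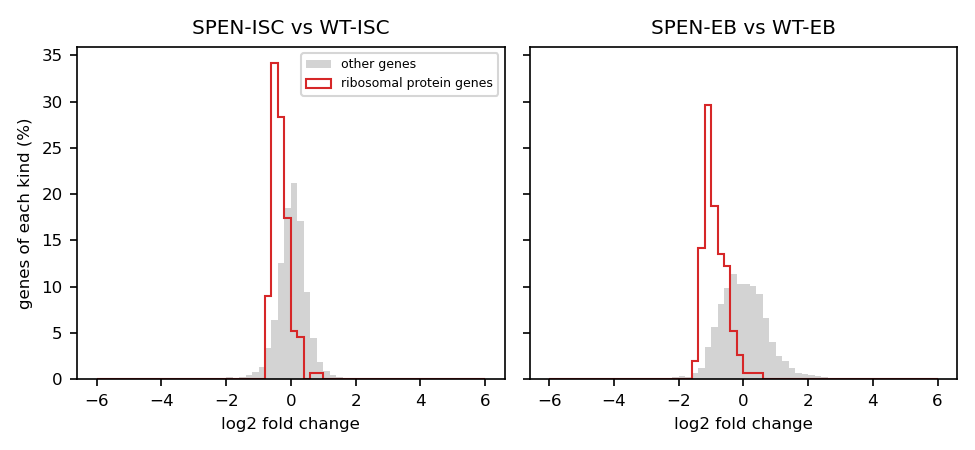
Distribution of the log2 fold change between SPEN and WT libraries in ISCs (left) and EBs (right) for ribosomal protein genes (red) and the other tested genes (grey), as the percentage of genes of each kind. The ribosomal protein genes centre on −0.37 in ISCs and −0.97 in EBs, left of the other genes.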

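*RpS21* had 8220 ± 108 FPKM (SD, n = 2) in WT-EB and 5257 ± 520 FPKM (SD, n = 3) in SPEN-EB, a log2 fold change of −1.42 (standard error 0.38, adjusted p = 0.0213 from limma). *RpL19* had 16207 ± 278 FPKM (SD, n = 2) and 11366 ± 1703 FPKM (SD, n = 3), a log2 fold change of −1.29 (standard error 0.38, adjusted p = 0.0363). Each call was lost under 6 of 12 alternatives, over which the highest adjusted p were 0.206 and 0.246. Exon bin E004 of *RpS21* rose from 0.349 ± 0.0249% (SD, n = 2) to 0.574 ± 0.0181% (SD, n = 3) of the gene's counts, a log2 usage ratio of 0.72 (standard error 0.09, adjusted p = 0.0118). Exon bin E004 of *RpL19* rose from 0.0523 ± 0.00372% (SD, n = 2) to 0.0731 ± 0.00794% (SD, n = 3), a log2 usage ratio of 0.49 that did not pass the threshold (adjusted p = 0.466), nor under any alternative run.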

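In ISCs, 592 exon bins of 146 ribosomal protein genes were tested upon *spen* RNAi. None passed the threshold, and 45 had an unadjusted p under 0.05. The closest of the bins named in Fig 6 was E004 of *RpS21*, at 0.335 ± 0.0288% of the gene's counts in WT-ISC and 0.618 ± 0.0855% in SPEN-ISC (SD, n = 3 each), with a log2 usage ratio of 0.88 (standard error 0.11, adjusted p = 0.0626 from limma). It passed without SPEN-ISC replicate 1 or 3. E004 of *RpL19* rose by 0.53 on the log2 scale (adjusted p = 0.514) and E003 of *RpL17* by 0.70 (adjusted p = 0.402). E003 of *Ubi-p63E*, outside the ribosomal protein genes, fell by 1.60 (standard error 0.32, adjusted p = 0.477).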

In ISCs, *spen* knockdown affected the exon usage of 8 ribosomal protein coding transcripts, including the *RpS21* and *RpL19* transcripts (S4 Table). Therefore, *spen* regulates a variety of genes encoding ribosomal proteins.

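From the ribosomal protein genes with altered exon usage or lower expression, the paper concludes that *spen* regulates a variety of genes encoding ribosomal proteins. *RpS21* and *RpL19* also had log2 fold changes below 0 in ISCs, of −0.67 (standard error 0.55) and −0.62 (standard error 0.56), and neither passed the threshold (adjusted p = 1.00 for both from limma).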

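Of 111 genes chosen by name for chitin binding and metabolism, 7 were expressed highly enough to be tested in ISCs and 6 in EBs. In ISCs 0 of the 7 passed over all genes and 2 when adjusted over the list alone, and 2 had an unadjusted p under 0.05. In EBs 1 of the 6 passed, both over all genes and when adjusted over the list alone. As a set they moved in neither cell type, with camera adjusted p of 0.0579 in ISCs and 0.502 in EBs.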

While not found as an enriched GO term, we also noticed that numerous *spen*-dependent genes in ISCs and EBs were related to chitin binding and chitin metabolism. In insects, chitin is a major component of the cuticle or exoskeleton and forms a barrier with the external environment. In *Drosophila*, the intestine is protected by both type I and type II peritrophic matrices with type I being secreted throughout the midgut and type II forming a sleeve-like membrane that is produced by the proventriculous. In *spen* knocked-down ISCs, the chitin binding proteins coding genes *CG14989*, *CG33258*, *Cpr51A*, and the Chitinase 2 coding gene *(Cht2*), were found downregulated, whereas the gene *yellow*, associated with cuticle pigmentation, was upregulated (S4 Table). 

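CG14989 fell from 21.2 ± 11.6 FPKM in WT-ISC to 3.91 ± 0.833 FPKM in SPEN-ISC (SD, n = 3 each), a log2 fold change of −2.36 (standard error 0.47, adjusted p = 0.0718 from limma). It passed the threshold when any 1 of the WT-ISC libraries was left out, and under other alternatives the adjusted p went up to 0.507. *Cpr51A* fell from 91.9 ± 29.0 FPKM to 24.4 ± 3.16 FPKM (SD, n = 3 each), a log2 fold change of −2.10 (standard error 0.48, adjusted p = 0.141), and it passed without WT-ISC replicate 2. CG33258, *Cht2* and *y* were too low to be tested. CG33258 had 1.83 ± 2.32 FPKM in WT-ISC and 0.108 ± 0.0226 FPKM in SPEN-ISC (SD, n = 3 each). *Cht2* had 0.555 ± 0.115 FPKM and 0.0992 ± 0.0253 FPKM (SD, n = 3 each). *yellow* (*y*) had 0.00746 ± 0.0129 FPKM in WT-ISC and 0.573 ± 0.336 FPKM in SPEN-ISC (SD, n = 3 each).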

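*Cpr51A* fell from 8.88 ± 4.95 FPKM (SD, n = 2) in WT-EB to 3.47 ± 2.08 FPKM (SD, n = 3) in SPEN-EB, a log2 fold change of −1.95 (standard error 0.47, adjusted p = 0.0215 from limma). The call was lost under 5 of 12 alternatives, with adjusted p up to 0.212. CG33258 was not tested, at 0.157 ± 0.157 FPKM (SD, n = 2) in WT-EB and 0.171 ± 0.179 FPKM (SD, n = 3) in SPEN-EB. The gene *e*, which encodes Ebony, had 0.0350 ± 0.0300 FPKM (SD, n = 2) and 0.578 ± 0.207 FPKM (SD, n = 3) and was not tested either.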

In absence of *spen* function in EBs, *CG33258*, *Cpr51A* genes were downregulated as well, whereas the gene *ebony*, also associated with cuticle pigmentation, was upregulated (S4 Table). This may explain defects of *spen* mutants in cuticle integrity noted by others leading to defects in the formation of the sclerites (a cuticular structure), and in the trachea [43, 82, 83].

It is also of note that the expression of several genes related to immune response was altered upon *spen* inactivation. The Imd pathway is activated in the adult gut in response to bacterial infection [84] and inactivation of Imd pathway can stimulate ISC proliferation [7, 85, 86]. 

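*pirk* had 9.83 ± 8.92 FPKM in WT-ISC and 86.3 ± 66.9 FPKM in SPEN-ISC (SD, n = 3 each), a log2 fold change of 2.89 (standard error 0.74) that did not pass the threshold (adjusted p = 0.492 from limma). It passed when WT-ISC replicate 1 or SPEN-ISC replicate 3 was left out. *AttC* had 0.0340 ± 0.0589 FPKM in WT-ISC and 1.95 ± 2.01 FPKM in SPEN-ISC (SD, n = 3 each). *Tg* had 0.102 ± 0.0295 FPKM and 0.736 ± 0.261 FPKM (SD, n = 3 each). Neither was high enough to be tested. On counts summed over exon bins, limma's voom gave *AttC* an adjusted p of 0.185 and *Tg* one of 0.732.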

In *spen* knockdown ISCs, the immune response genes *AttC* and *pirk* were upregulated, as well as *Tg*, a transglutaminase that acts to inhibit the Imd component Relish [87]. Interestingly, the Pvr ligand Pvf1 was found to be upregulated in *spen* knockdown EBs. 

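*Pvf1* had 0.0465 ± 0.000807 FPKM (SD, n = 2) in WT-EB and 1.47 ± 1.58 FPKM (SD, n = 3) in SPEN-EB, where the libraries ran from 0.218 to 3.24 FPKM. It was too low for the test on FPKM. On counts summed over exon bins its log2 fold change was 3.48 (adjusted p = 0.287 from limma's voom).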

The PDGF and VEGF (Pvr) pathway regulates immune signaling through the IMD pathway [88]. Previous work has established that the overexpression of the secreted Pvf1 ligand in ISCs and EBs activates Pvr in the ISC and drives increased proliferation and expansion of the ISC population [89]. Therefore, the upregulation of Pvf1 in *spen* mutant EBs may promote increased ISC proliferation and accumulation. In addition, other immune response genes were also upregulated, including bactericidal factor-encoding genes *LysB*, *LysE* and *LysD* from the lysozyme locus, the gene coding the peptidoglycan recognition protein PGRP-SC2, and also additional downstream effectors of the Imd pathway: *relish/NF-kB* and *pirk* (S4 Table). Moreover, alternative exon choice of *PGRP-LB* was detected in *spen* knockdown EBs (S5 Table). Thus, the Imd pathway may be affected by the inactivation of *spen* function in the intestine. This could explain some phenotypes of *spen* mutant larvae that have defects in the immune response [50, 90]. 

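*LysD* rose from 25.5 ± 8.10 FPKM (SD, n = 2) in WT-EB to 326 ± 29.6 FPKM (SD, n = 3) in SPEN-EB, a log2 fold change of 2.92 (standard error 0.42, adjusted p = 1.1e-05 from limma). *LysB* and *LysE* rose by 2.70 and 2.60 on the log2 scale (adjusted p = 2.4e-05 and 4.7e-05). Reads of these neighbouring paralogs can be exchanged, so their values are not independent of each other. *PGRP-SC2* rose from 7.36 ± 1.74 FPKM (SD, n = 2) to 43.9 ± 18.1 FPKM (SD, n = 3), a log2 fold change of 1.70 (adjusted p = 0.00476). *Relish* (*Rel*) rose from 10.2 ± 0.141 FPKM (SD, n = 2) to 65.8 ± 37.6 FPKM (SD, n = 3), a log2 fold change of 1.75 (adjusted p = 0.00669). *pirk* rose from 4.10 ± 0.409 FPKM (SD, n = 2) to 62.0 ± 6.89 FPKM (SD, n = 3), a log2 fold change of 3.04 (adjusted p = 1.5e-06). The call was lost under 1 of 12 alternatives for *LysB*, *LysD* and *pirk* and under 3 for *LysE*, *PGRP-SC2* and *Rel*, with the highest adjusted p at 0.347. Of 16 tested genes of a list of the Imd pathway and antimicrobial peptides, 3 passed over all genes and 3 when adjusted over the list alone.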

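Exon bin E008 of *PGRP-LB* held 17.3 ± 1.48% of the gene's counts in WT-EB (SD, n = 2) and 28.8 ± 2.03% in SPEN-EB (SD, n = 3), a log2 usage ratio of 0.93 (standard error 0.17). It did not pass the threshold over all bins tested (adjusted p = 0.134 from limma). Without SPEN-EB replicate 1 it passed. The level of *PGRP-LB* changed by −0.46 on the log2 scale (adjusted p = 0.604).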

Altogether, these data suggest that Spen regulates genes associated with similar functions that may impact on intestinal homeostasis and physiology.

## Discussion

The mechanisms by which ISCs undergo asymmetric and symmetric divisions are still not completely understood. Here, in a genetic screen, we have identified *spen* as an essential regulator of adult stem cells in *Drosophila*. Our data indicate that in the absence of *spen* activity, stem cells have aberrant high levels of Delta (Dl) protein and fail to properly commit into EB daughter cells resulting in large increase in numbers of ISC-like cells and that this activity is cell autonomous roles in the ISC. Furthermore, *spen* acts in EBs to limit ISC numbers, and in EBs, EEs and ECs cells to suppress ISC proliferation. Therefore, in *spen* mutant tissue, stem cell autonomous and non-autonomous mechanisms that act to drive ISC proliferation, increased ISC numbers, and aberrant accumulation of Dl protein in ISCs (Fig 7). While *spen* mutants are dependent on Akt and InR for their growth, they are not as sensitive to a reduction in EGFR activity as wild-type control clones are. Our findings argue that Spen does not act as a general regulator of Notch signaling in all tissues, and is upstream of, or parallel to, Notch pathway activation to promote intestinal stem cell commitment. Through a transcriptomic analysis, we have identified genes controlled by *spen* in ISCs and EBs, both at the transcript and exon level, providing candidate ISC regulators downstream of *spen*. Critically, this work shows that the RNA binding protein Spen is an important regulator of asymmetric fate outcomes of ISC division and its proliferation.

**Fig 7:**
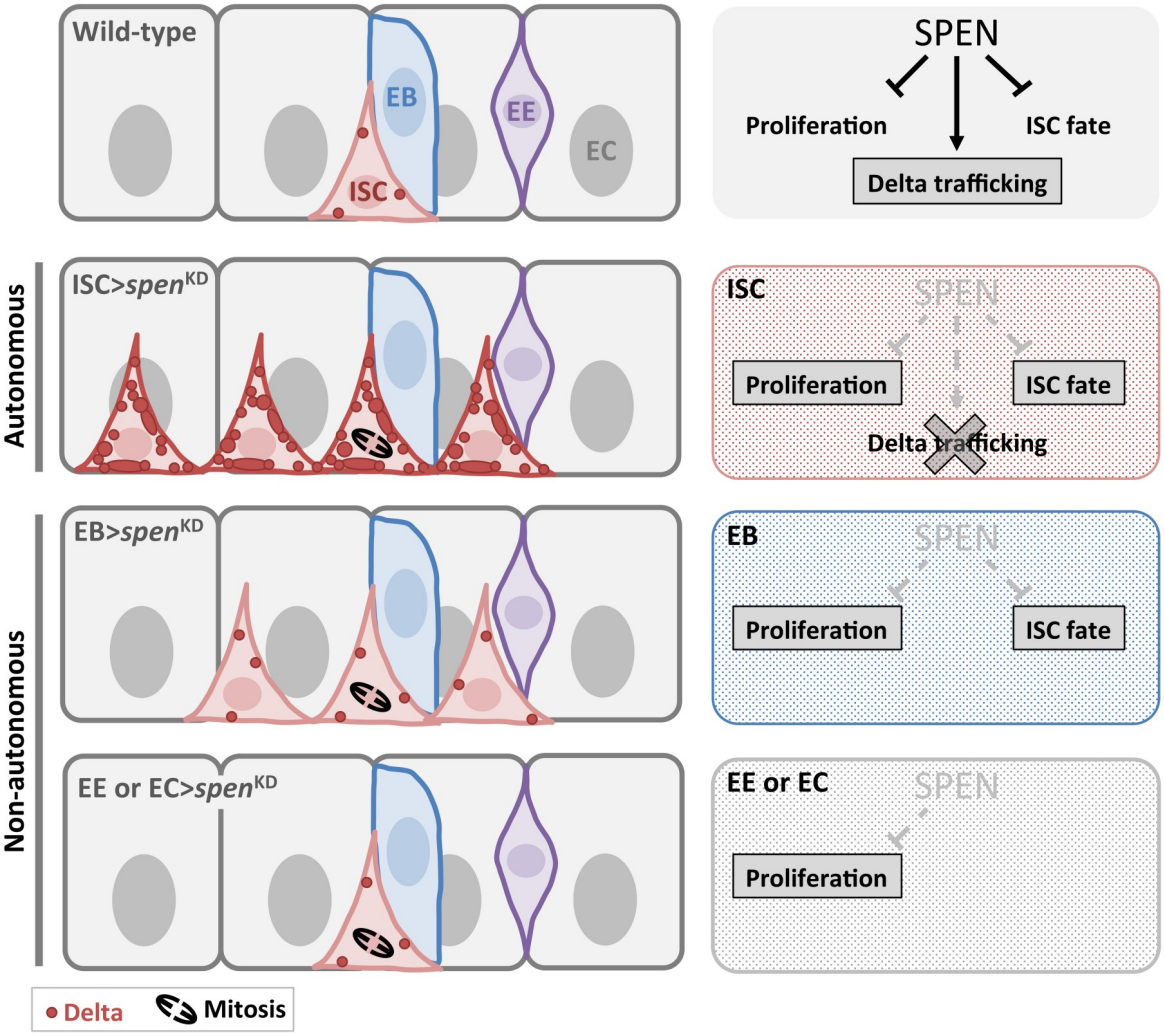
Model. Autonomous and non-autonomous roles of *spen* in the control of intestinal stem cells. In the intestinal stem cell (ISC), *spen* acts autonomously to limit their proliferation and stem cell self-renewal. Its inhibition leads to an accumulation of the Delta protein at the membrane. This is likely due to an effect on Dl trafficking, which may be direct or indirect. *spen* also acts in a non-autonomous manner in the Enteroblast (EB) to limit ISC numbers. Furthermore, *spen* inactivation in EBs, Enteroendocrine cells (EE) and Enterocytes (EC) leads to enhanced ISC proliferation. Further studies will be required to better understand Spen’s molecular functions.

It is interesting that *spen* has both stem cell-autonomous and non-autonomous activities to regulate stem cell numbers and proliferation (Fig 7). The knockdown of *spen* in ISCs and EBs can expand stem cell numbers, whereas the knockdown in EEs and ECs led to a dramatic increase in the number of dividing ISCs, but did not change the density of ISCs. We believe, therefore, that the growth of *spen* mutant clones is influenced by both cell autonomous and non-autonomous processes: *spen* inactivation in the stem cell leads to more ISC symmetric self-renewing divisions, however, EB, EE and EC cells are still produced. The mutant EB, EE, and EC cells can further drive proliferation of the extra ISCs through non-autonomous regulation. It is possible that the non-autonomous regulation of ISC proliferation detected upon downregulation of *spen* in EEs and ECs could be due to stress induced in the tissue owing to disruption of numerous *spen* targets genes in these cells. Importantly, our findings highlight the complex process of stem cell deregulation arising in tumor contexts whereby inactivation of a tumor suppressor genes may have numerous functions in different cells within a tumor that collaborate to drive tumorigenesis.

One intriguing effect of *spen* inactivation is the high levels of accumulation of the Notch ligand Dl at the plasma membrane and in intracellular vesicles. Our RNAseq data revealed that Dl mRNA levels or exon usage are not affected, suggesting a regulation at the protein level, perhaps during its endocytic trafficking steps. This phenotype of Dl protein accumulation is reminiscent of those occurring upon Dl trafficking perturbation, such as in *neuralized* mutants [58, 91, 92]. A previous study has shown genetic interaction of *spen* and regulators of trafficking of Notch ligands [93]. Indeed, in the developing *Drosophila* eye disc, *spen* genetically interacts with the endocytic adaptor *Epsin*/*liquid facets* (*lqf*), which promotes Dl trafficking and internalization facilitating Dl activation [94, 95]. Spen, however, is likely not a general regulator of protein trafficking as the localization of the membrane protein Sanpodo occurred normally in *spen* mutant clones in the intestine. Therefore, Spen likely regulates Dl trafficking in a tissue-specific manner and indirectly through transcriptional or post-transcriptional control of a downstream gene.

In addition, our data indicated that the knockdown of Akt and InR activity could reduce the number of Dl+ ISCs produced in the *spen* mutant background. The InR pathway has previously been implicated in regulating symmetric cell divisions of the ISC during adaptive growth [59]. Thus, it appears as if Akt and InR are also facilitating symmetric cell division in the *spen* mutant context. Our data also show that *spen* mutant stem cells are insensitive to a reduction of EGFR signaling upon overexpression of EGFR-DN, suggesting that *spen* and EGFR pathway have opposing roles in regulating ISC proliferation. While a decrease in EGFR signaling reduces ISC proliferation, *spen* inactivation, in contrast, leads to an increase in proliferation. *spen* has been shown to genetically interact with the EGFR signaling pathway during *Drosophila* embryogenesis and during eye development [44, 46, 48, 51, 96, 97]. Nevertheless, in these contexts, *spen* potentiates EGFR signaling. Thus, *spen* may have a tissue specific effect regarding EGFR pathway regulation. The precise link between *spen* and EGFR signaling regulation is nevertheless still unclear. Indeed, while a constitutive active form of Ras can rescue the lethality caused by a *spen* dominant negative form in embryo [48], *spen* seems to act downstream or in parallel of Ras activation during photoreceptor specification [44, 46, 48, 49, 96, 97]. Additionally, *spen* loss of function in cone cells during pupal eye development affects the EGF receptor ligand Spitz level, which suggest a role at the level of the EGF receptor activation [51]. Further studies will be required to better understand the link between *spen* and the EGFR signaling pathway in the regulation of intestinal stem cell regulation, as well as in other developmental contexts.

In addition to describing a new function of *spen* in adult stem cell regulation, our data raise a number of interesting questions about the function of *spen* and its downstream target genes in stem cell regulation. Importantly, we demonstrate that inactivation of a large SPEN family member also results in considerable alteration of exon usage, like the smaller family members (*spenito* in flies, *RBM15* and *RBM15b* in mouse). Thus, *spen* activity is important for transcriptional and post-transcriptional regulation in *Drosophila*, although we cannot exclude that some of these effects might be indirect. Interestingly, in absence of *spen* function, altered exon usage of *spenito* was detected in EBs, raising the possibility of feedback control between family members, reminiscent of the plant SPEN family member FPA [30].

Little is known about the impact on intestinal stem cell self-renewal of RNA binding proteins. A recent study found that inactivation of *Tis11*, encoding a regulator of RNA stability, led to larger clones than controls [98]. The *Tis11* phenotype differs markedly from that of *spen* as it appears not to affect cell fate decisions since ISCs do not accumulate as in *spen* mutant clones. Importantly, our study provides a data set that opens new perspectives for future investigation on the relationship between Spen and RNA regulation at transcriptional and post-transcription levels. Interestingly, our data also reveals that Spen co-regulates several genes encoding proteins that are involved in similar biological processes, such as cytoplasmic ribosomal proteins, immune response pathway and Imd pathway genes, and genes involved in Chitin metabolism. This may explain previously reported *spen* phenotypes in other tissues [43, 46, 48, 49, 56, 82, 90, 99].

Recent studies have highlighted important, essential functions of Spen family proteins from X-inactivation in mammals to sex determination and fat metabolism in flies [33, 35, 41, 47, 100]. This family of proteins is also frequently mutated in cancers, though mechanistically the role SPEN family proteins in cancers is not understood [101–106]. Our work demonstrates that *spen* inactivation causes the deregulation of numerous genes and results in alteration of the stem cell fate acquisition. In mammals, RBM15 has a critical function in promoting hematopoietic stem cell return to quiescence [52]. These findings raise the possibility that conserved functions of SPEN family proteins may help restrict stem cell activity required for cancer prevention.

## Materials and methods

### Fly stocks

Fly stocks used in this study were the following:

*FRT40A spen*^*9E34*^ [allele presents a nonsense mutation (C>T at genome position 2L:185541), which leads to a putative 630 aa truncated protein]; *FRT40A spen*^*9C95*^ [allele presents a nonsense substitution (C>T, 2L:190065), which leads to a putative 1961aa truncated protein]. The 9E34 and 9C95 mutations were mapped with Sanger and Illumina whole-genome sequencing, respectively. Of note, our fly stock containing the *spen*^*9E34*^ allele was lost from our collection in 2017, though this allele produced identical phenotypes to the *spen*^*9C95*^ and *spen*^*5*^ allele, which were primarily used in our study. From Bloomington Drosophila Stock Center (BDSC): *UAS-AKT*^*RNAi*^ (#BL33615); *UAS-InR-DN* (BL8253), *FRT40A spen*^*5*^ (#BL8734) [43]. From the Vienna Drosophila RNAi Center (VDRC): *UAS-spen*^*RNAi*^ *(#KK-108828)*. The lines *NRE-Venus* and *Su(H)GBE-LacZ* (*NRE-LacZ*) [57, 71], *UAS-Notch*^*cdc10*^ [referred as *UAS-N*^*act*.^; is a truncated, active version of intracellular Notch [107]. *UAS-EGFR-DN* (the 3^rd^ chromosome of BL5364 was used) The *spen* rescue experiment was performed using the pACMAN construct CH321-56B18 from [108], inserted on the 3 chromosomes attP-76A2. UAS-spen7RNAi, gift from I. Rebay Rab5::YFP, Y. Bellaiche, *pros*^*voila*^*-Gal4* [109]; p[Myo1AGal4]NP0001, gift of H. Jiang, *UAS-spen7*^*RNAi*^, K. Cadigan, *Tub-Gal4-GeneSwitch*, M. Rera.

For thermosensitive RNAi expression, the following lines were used:

*esgGAL4*, *tubGAL80ts*, *UAS-GFPnls (Chr2)* (*esg*^*ts*^; Jiang et al., 2009); *esg-GAL4*, *tub-GAL80*^*ts*^; *UAS-RFP* (made with line BL31417 from Bloomington stock center); *NRE-GAL4* [110]), *UAS-CD8-GFP*; *tubGAL80*^*ts*^ (*NRE*^ts^) and *esg-GAL4; NRE-GAL80*, *tub-GAL80*^*ts*^ *NRE-GAL80* (*esg-GAL4*,*UAS-YFP; NRE-GAL80*, *tub-GAL80*^*ts*^ [111] kindly received from B. Edgar).

MARCM clones were generated using the following stock:

*w P[hs-FLP] P[pTub-GAL4] P[UAS- nlsGFP]; FRT40A P[pTub-GAL80]* and *w P[hs-FLP] P[pTub-GAL4] P[UAS- nlsGFP];;FRT82B P[pTub-GAL80]*. MARCM^ts^ clones were generated using the following stock: *w P[hs-FLP] P[pTub-GAL4] P[UAS- nlsGFP]; FRT40A P[pTub-GAL80]; P[pTub-GAL80ts]*.

### Mosaic analysis with a repressible cell marker (MARCM) and RNAi experiments

Adult flies and crosses were kept at 25°C in rich yeasted medium tubes unless otherwise noted. MARCM clones were induced by a 35 min. heat shock at 36.5°C in 3 day old adults. Flies were then dissected either at 5 days, 6 days or 10 days AHS. For MARCM^ts^ experiments in Fig 3K–3P were done with the following modifications: Crosses and adults were kept at 18°C before and after heat shock. 10 days AHS, adults were shift at 29°C for 4 days and then dissected. RNAi thermosensible experiments were kept at 18°C and shifted at 29°C during indicating period before dissection. For GeneSwitch experiments (Fig 5G, S3 Fig), crosses and newly eclosed siblings were raised in a standard food. 3 days old adults were sorted and shifted on food supplemented with 50 μg/ml of RU486 in EtOH or EtOH alone, at 25°C during 2 days prior dissection.

### Immunofluorescence and confocal microscopy

Antibodies used in this study: anti-Delta ECD C594.9B [mouse, ascites, 1/2000, Developmental Studies Hybridoma Bank (DSHB)]; anti-PH3 (Rabbit, 1/2000; Upstate); anti- Pros (Mouse, 1/2000; Y. N. Jan, UCSF, CA, USA); anti-Pdm1 (Guinea pig, 1/1000; W. Chia, National University of Singapore); anti-Sanpodo (1/2000; preabsorbed; J. Skeath, Washington University, St Louis, MO, USA); anti-Notch ECD C458.2H (mouse, ascites, 1/100, DSHB); anti-βGal (Goat, 1/500; Biogenesis); anti-GFP (Chicken, 1/2000, Molecular Probes). The Delta (C594.9B) antibody developed by S. Artavanis-Tsakonas, and the Prospero (MR1A) antibody developed by C.Q. Doe were obtained from the Developmental Studies Hybridoma Bank, created by the NICHD of the NIH and maintained at The University of Iowa, Department of Biology, Iowa City, IA 52242. The fixation protocol previously described in [25] was used in this study. A methanol fixation protocol described in [112], was used for anti-Notch immunofluorescence in Fig 1K and 1L.

### Quantification and statistical analysis

All experiments were performed on female flies. For clonal analyses of this study, posterior midguts were analyzed and “stem cell clones” (i.e. clones deriving from ISCs and containing two or more cells) were scored. In Fig 3E and 3F, single cell clones were also included in the analysis since stem cell clones differentiate under expression of active Notch. In Fig 2, Delta+ cell density referred to the number of Delta+ cell per pictures area (1000μm^2^) and the number of PH3+ cells was quantified in the posterior midgut. Statistical analyses were performed with GraphPad Prism version 5 for Mac, GraphPad Software (La Jolla California USA, www.graphpad.com) using the nonparametric Mann-Whitney two-way ANOVA, when not specified. In Fig 1Q, a Fisher’s test was performed. For Fig 4, data from 2–4 experiments were combined, therefore some of the data points from wild-type and *spen* mutant clones are the same in graphs of Fig 4E–4J and 4L–4N. We note that in the experiments at 10d in Fig 4, while *spen* clones had a greater mean size than wild-type, this difference was not significant in a Mann-Whitney test which measures median values, in contrast to 5d clones in Fig 1 where this difference was significant. This may be due to the fact that at 10d, cells within clones are undergoing turnover. Nevertheless, the number of clones >29 cells, was significantly different in *spen* compared to controls at 10d (p>0.05, Mann-Whitney).

### Intestinal cell FACS sorting

The following genotype was used: *esg-GAL4*, *tub-GAL80ts*/ (*UAS-spen*^*KK*^ *RNAi* or *+); UAS-RFP*, *NRE-Venus* expression was induced by a 2 day temperature shift from 18°C to 29°C. Entire intestines were dissected and collected in cold PBS. Dissociation was performed as described in [113] using PBS-Elastase (1mg/ml) solution and mechanical pipetting. Dissociated cells were resuspended in PBS, 1% BSA and FACS (FACS Aria BD Biosciences) using the following parameters: 20psi, 100μm nozzle. Diploid RFP positive fraction were separated from the diploid RFP, GFP double positive fraction. Cells were directly collected in TRIzol (Life Technologies).

### RNA-seq

RNAs was extracted by performing two series of Phenol-Chloroform extractions at 4°C, followed by DNase treatment according to the manufacturer’s instructions. ExpressArt Pico RNA Carrier compounds for very small samples was used to precipitate the RNA. Around 100ng total RNA was collected from 100,000 sorted cells. Total RNA quality and quantification were assessed on an Agilent Bioanalyzer using the Agilent RNA 6000 nano kit. An Illumina TruSeq Stranded RNA (LS) protocol was used to build the libraries, from polyA RNAs enriched by Oligo-dT bead polyA tail capture. Due to a failure of one of the EB-WT samples to cluster with the other two samples during the Principal component analysis; only two biological replicates were used for the EB-WT whereas three biological replicates for the others conditions. Sequencing was performed on the Illumina HiSeq 2500.

### RNA-seq analysis

For the following analyses, default parameters were used if not indicated, associated with a paired-end and first strand library type modes. *Alignment—*Sequencing resulted in about 50 million 100bp paired-reads from each library, which were then aligned against the *Drosophila melanogaster* r5.54 genome reference using TopHat (version 2.0.6) with the following parameters (-N 3—read-edit-dist 3 -p 2 -g 1) [114]. Unmapped reads were discarded. *Counting reads—*Mapped reads were counted on gene using SummarizOverlaps method from the GenomicAlignments package (version 1.8.0) [115] with a “Union” mode, based on the ENSEMBL GENES 75, BDGP5 genome reference.

Principal component:

Principal component analysis was performed using the PCAplot function from DEseq2 R package on transformed normalized read counts (rlog function) of all samples. This analysis considers the 300 top-ranked genes (ntop = 300) with the highest row variance across all samples. PCA showed that our samples were distinguishable by the first and second principal component (PC1, 44% and PC2, 19% of the total variation). Interestingly, when doing the PCA analysis by selecting the 500 top-ranked genes based on their row variance, ISC and EB populations were clearly discriminated by the first principal component (PC1, 39% of the total variation), but not the difference between WT and SPEN samples by the second principal component (PC2, 19% of the total variation).

Differential expression analysis:

Differential gene expression was analyzed using DEseq2 (version 1.12.2) [116]. The following parameters: DESeq(minReplicatesForReplace = Inf) and results(cooksCutoff = FALSE) were used in order to disable the Cook’s filtering and flagging. Genes were defined as differentially expressed according to their padj<0.5.

Differential exon usage:

Differential exon usage was analyzed using DEXseq (version 1.18.4) with default parameters [75]. With this method developed by Anders et al 2012, we assessed the changes in relative exon usage independently of the overall differential gene expression. During the read mapping process, in the case where exons do not share the same boundary in all transcripts, DEXseq splits the exon in two or more parts to create “counting bin”. Thus, this term refers to exons or parts of exons generated from this manipulation. Exons with an adjusted p values (padj) less than 0.5 were considered as significantly differentially used. In order to visualized the relative exon usage without the impact of the change in gene expression level, we used the function “plotDEXSeq” with the option “splicing = TRUE” provided by DEXseq, which removes the effects due to changes in gene expression from the plots. Venn diagrams were generated using Venny 2.1.0 tool (Oliveros, J.C. 2007–2015).

The RNAseq data produced from this publication have been deposited to the NCBI GEO and are available under accession number GSE84367.

### GO enrichment analysis

The GO term gene annotation was done with the PANTHER Classification system [117] developed by the Gene Ontology Consortium [118].

GO term enrichment test—The R package GOseq version 1.28.0 (released 3.5, 2016-05-30) [119] was used to perform a GO term enrichment test. Each set of differentially expressed genes were compared with the list of 11,103 expressed genes in the ISC and EB as a background. This list of background genes was obtained by considering as an expressed gene, a gene with non-zero FPKM in at least 1 sample in either WT-EB or WT-ISC conditions. Thus, all unexpressed genes were removed from the list of total number of gene in the *Drosophila melanogaster* genome (r5.54). Only pval<0.05 are shown.

### RT-qPCR validation

To further validate the relative change in gene expression of some of these genes, we ubiquitously expressed *spen*^*RNAi*^ during 2 days using the *tubulin-GeneSwitch* driver (*tubGS*, [120]), and tested their change in relative expression by RT-qPCR from whole midguts. In this condition, ISC-like cells expressing *spen*^*RNAi*^ showed an enrichment of Delta protein at the membrane, but no major accumulation of ISC-like cells (S3A–S3D Fig). Thus, a change in relative expression would reflect an intrinsic change in gene expression *per se* due to *spen* knockdown, and not a simply increase in ISCs per gut. As a reference gene, we used *rp49* gene, which showed a constant expression over the different conditions (S3E Fig).

RNA from 25–30 whole female midguts was extracted using TRIzol (Invitrogen) followed by two series of Phenol-Chloroform extractions at 4°C, and a DNase treatment according to the manufacturer’s instructions. cDNA was synthesized using the iScript cDNA synthesis kit (BioRad). RT-qPCR was performed using SYBR Green (SYBRPOWER) on a ViiA 7 real time PCR system (Thermofisher). RT-qPCR was performed in triplicate on each of three independent biological replicates. rp49 was used as a normalization control. The relative expression was calculated based on the Livak Method. The FoldChange was calculated between the SPEN.RU and WT.RU samples from the same experiment. Primers used for the RT-qPCR are the following: rp49-F1 CCGCTTCAAGGGACAGTATCTG; rp49-R1 ATCTCGCCGCAGTAAACGC; CG5348-F TTCATCGCCTTGTTCGTGG; CG5348-R GGGATACGGCCTTCAGAGC; unc-104-F GTTCACTCGCATACAGGATACTG; unc-104-R CTGACTCGCTCGCAATAGATTT; dmGLUT-F GGATGACGATTCTGAGGCGAT; dmGLUT-R GAATGAGGACAGGATCAAACCTT; pirk-F ATGGGCGTTCGTGTGATAGAA; pirk-R TTACCCTGCTCGTGCTCTTTC; tej-F GACGCCGAATCCTTTCTCCG; tej-R GCAGTTATCCATGCCATTTGTCC; Tg-F TCAGCAGTATTGGGCGTTTTG; Tg-R GCATAGAAGTGACTCGTATGGTG; neb-F ACAGGAATGCGAACTCTACTCC; neb-R CTGAGGCAGGACTCCATCAGA; CG9505-F ACAGAGTTGTCCGTACCTCG; CG9505-R CGTAGGCATAGAAATCCTCGC; CG11190-F AGCTAGTGGTTCGTCCATTGT; CG11190-R AGATTATCCTTTTCGCCGTAGTG; Cpr51A-F TCAACGATGGACAAATCTCACG; Cpr51A-R TTATCGGCGATGTACTCAACAC; CG33774-F GTTCTGGGCGTATTTCTGTTCC; CG33774-R CACTGGGCTTTCCGGTATTGG; CG14989-F ATGGGAGAGCGTGTTGAAAAG; CG14989-R TTGTGACCAATGGTATGACGAG; Ir85a-F CCAGTGGCTAAAACACATTCTGC; Ir85a-R AGGATCTGACTCATCTTGACCA; CG11241-F: CAAGCGAGTGTTAGCTCAGAC; CG11241-R: TGGATCACAAGTGGCTTTTTGAA; Aats-ser-F: ACAGTCCAGGCTCAAGGAGTT; Aats-ser-R: CAGTGTAGTTACCCAAGTGATCC.

## Supporting information

S1 Table Differentially expressed genes: ISC versus EB. Genes that were differentially expressed between ISC and EB cells.
(XLSX) Click here for additional data file.

S2 Table Raw data DEseq2 analysis. Raw data of analysis of differential gene expression using DEseq2 comparing wild-type ISCs vs EBs, *spen* knocked-down ISC versus wild-type ISC, and *spen* knocked-down EB versus wild-type EB.
(XLSX) Click here for additional data file.

S3 Table Go term enrichment. Go term analysis of differentially expressed genes in wild-type ISC-enriched genes; of differentially expressed genes in *spen* knocked-down ISC versus wild-type ISC; of differentially expressed genes in *spen* knocked-down EB versus wild-type EB; and of altered exon usage in *spen* knocked-down EB versus wild-type EB.
(XLSX) Click here for additional data file.

S4 Table Differentially expressed genes: *spen*-dependent genes. Genes with significant changes (FDR of 0.05) upon *spen* knockdown with indicated Log2FC and associated biological term. Differences between *spen* knocked-down ISC versus wild-type ISC, and *spen* knocked-down EB versus wild-type EB are shown.
(XLSX) Click here for additional data file.

S5 Table *spen*-dependent altered exon usage. Genes resulting from DEXseq analysis that demonstrated significant altered exon use upon knock down of *spen* in ISCs and EBs.
(XLSX) Click here for additional data file.

S6 Table Raw data DEXseq analysis. Raw data of analysis of altered exon usage using DEXseq comparing wild-type ISCs vs EBs, *spen* knocked-down ISC versus wild-type ISC, and *spen* knocked-down EB versus wild-type EB.
(XLSX) Click here for additional data file.

S7 Table Genes with differential gene expression and altered exon usage. Genes that were both differentially expressed and had altered exon usage in ISCs and EBs, wild-type versus *spen* knockdown.
(XLSX) Click here for additional data file.

S1 Fig *pros*^*voila*^*-GAL4* and *myo1A-GAL4* drivers showed weak expression in some Dl+ cells. Related to Fig 2 *wild-type UAS-GFP* controls (A- B’”, F -H”‘) and *UAS-spen*^*RNAi*^ (C- E’”, I-K”‘) expressed in enteroendocrine cells **(A-E”‘)** or in Enterocytes **(F-K”‘)** using *pros*^*voila*^*-GAL4* or *myo1A-GAL4*, respectively, for 10 days at 29°C. Single focal plane images shown. Arrowheads show Delta+ ISC cells with weak GFP expression. GFP in GREEN marked cell type expression, ISC-like cells (Delta+, RED), Enteroendocrine cells (Pros+, RED nuclear), mitotic cells (PH3+, Gray), DNA (DAPI, BLUE). Scale bar: 10μm.
(TIF) Click here for additional data file.

S2 Fig Genetic interaction between *spen* and *Insulin receptor (InR)*. **(A-B).** Related to Fig 4 **(A)** large *spen*^*5*^ clones, were reduced in size upon expression of an *InR*^*D*N^ construct **(B)** *spen*^*5*^*; InR*^*DN*^ clones, 10d after heat shock (AHS). Some cells showed Delta accumulation at the membrane (Delta+, RED; GFP, GREEN; DAPI, BLUE). **(C)** Quantification of cells per clone, **(D)** Dl+ cells per clone, and **(E)** Dl cell proportion per clone in A-B. (**F**) Percent of Dl+ cells per clone. p<0.01, **. p<0.001, ***. p<0.0001, ****. Mann-Whitney Two-Way ANOVA test. Error bars represent the Standard Error of the Mean (sem). Scale bar: 20μm.
(TIF) Click here for additional data file.

S3 Fig Whole gut expression of spe*n*^RNAi^. (**A-D**) Whole intestines used for RT-qPCR validation that ubiquitously express *spen*^*RNAi*^ during 2 days using the *tubulin-GeneSwitch* driver (*tub*^*GS*^) or control gut (*tub*^*GS*^*/+*), with Ethanol (RtOH) or RU induction. Scale bar: 20μm. (**E**) Relative expression (Mean of Ct values) of *rp49* gene by RT-qPCR. *rp49* gene showed a constant expression over the different conditions.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

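The deposited data come from ISCs and EBs sorted from adult midguts, with and without *spen* RNAi for 2 days. The libraries used were 3 of WT-ISC, 3 of SPEN-ISC, 2 of WT-EB and 3 of SPEN-EB. The authors aligned paired reads of 100 bases with TopHat to the r5.54 genome, counted them on BDGP5 genes and exon bins, and tested them with DESeq2 and DEXSeq. Their deposited gene table holds FPKM, their exon table holds read counts per bin, and their test tables hold fold changes and adjusted p-values. The deposited FPKM of genes with a single bin and at least 20 counts were within 5% of the count divided by length, up to 1 constant per library, for 74.0% of 7418 values. All 827156 counts that the authors' exon usage tables repeat were equal to those of the exon table. In the exon usage table of WT-ISC and WT-EB, the column of WT-ISC replicate 3 held 1 in 75156 of 75196 bins, so that table was not used. In all, 16 per-sample columns and 8 columns of group means were not used. Coordinates are those of the authors' annotation and were not converted to another genome release.

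The design assumed gene counts, whereas the gene table holds FPKM. Gene expression was therefore tested with limma 3.58.1 (statmod 1.5.0, R 4.3.3) on log2(FPKM + 0.5), with a variance trend and a robust prior. Libraries were scaled by a trimmed mean of log ratios, with 30% of the log ratios and 5% of the mean levels trimmed. Genes needed at least 1 FPKM in as many libraries as the smaller group holds. Groups were compared with only their own libraries in the fit, except for the interaction, which used all 11. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05.

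Exon usage was tested on the log2 ratio of the counts of a bin to the remaining counts of its gene, with an offset of 0.5, precision weights and limma. Bins needed at least 10 counts at the median depth in as many libraries as the smaller group holds and at least 15 in total. This test was not the first one tried. limma's diffSplice was run first and gave 2 bins in ISCs and 2 in EBs. Both tests were run on the deposited counts before the ratio test was chosen for its results on simulated data, and diffSplice was kept as an alternative. Fold changes of genes and bins near the floor are uncertain, and the FPKM of closely related genes such as the lysozymes can share reads.

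The tests were tested on simulated data. Changes of a fixed size were planted only in genes and bins above a floor of mean counts, so smaller changes and lower counts were not simulated. Noise was drawn for each gene on its own, without any spread shared by many genes of a library. Detection in the deposited data can therefore be lower. The gene test found 126 of 196 changed genes with 5 false calls in groups like those of ISCs, and 80 of 197 with 4 false calls in groups like those of EBs. The ratio test found 179 of 199 changed bins with 13 false calls for ISCs and 165 of 200 with 7 false calls for EBs at an overdispersion of 0.01. At an overdispersion of 0.05 it found 17 of 199 and 15 of 199. diffSplice found 0 in each of these simulations. At the depth of these libraries, changes in bins with a larger spread between replicates were therefore mostly not detectable. In the simulated bins, the level of a gene also varied between libraries. This variation cancels in the ratio test but not in the error of diffSplice, so the simulation favoured the ratio test.

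Gene lists were tested with camera at a correlation of 0.01 between genes, with the estimated correlation and with fry, for lists with at least 5 tested genes. The lists were cytoplasmic and mitochondrial ribosomal proteins, E(spl) complex Notch targets, chitin binding and metabolism, the Imd pathway and antimicrobial peptides, the lysozyme locus, mitosis and cell cycle, enteroendocrine markers, enterocyte digestive genes, visceral muscle markers, Malpighian tubule markers, germline and piRNA genes, and fat body and haemolymph genes. Libraries were grouped by principal components of the 300 genes with the highest variance of scaled log2(FPKM + 1). Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used for checks of the tables and for figures.

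The genes named in the text are those the paper names and, for each comparison, the 3 genes with the largest change in each direction among genes that passed without overlap between the groups. The exon bins named are those of Fig 6, *spen* E014, those of *PGRP-LB* and *Dl*, and the 3 bins with the smallest adjusted p of each comparison. Genes outside this rule were named after their values were seen. They are the other exon bins shared by both cell types, *CG15093* and *CG2909* among the genes with both kinds of change, *CG4302* in the test of the interaction, and *Ast-C*, *Jon99Ciii*, *Npc2a* and *alphaTry* among the most abundant genes of their lists. Of the items that fall under the rule, 1 is not reported here. Counts of alternatives and ranges of adjusted p given for single genes leave out the fit with the replicate number as a block.

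Alternatives changed the size factors, the filter, the libraries in the fit, the prior and the libraries left out in turn, and added the replicate number as a block. Alternatives added later used pseudocounts of 0.1 and 1, unscaled FPKM, a filter on mean FPKM, voom on exon bin counts, diffSplice and a coverage term. The coverage term was the median log2 ratio of 3′ to 5′ counts over genes with at least 4 bins and 50 counts in every library. Size factors cancel in the ratio of a bin to its gene, so they could not change the exon test. Alternatives that need gene counts or tools absent here were left out. The tests of edgeR and DESeq2, the DEXSeq model, and the rlog and variance stabilizing transformations were not run.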

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

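The tests of chromosome 2 and of the gene lists were set before their results were seen, apart from voom on exon bin counts and the test behind the exon usage calls, which were chosen after the data were seen.

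CG17549, CG5867 and CG9377 changed in both cell types upon *spen* RNAi, and the paper's text does not discuss them. CG17549 rose by 3.37 on the log2 scale in ISCs and by 3.65 in EBs. CG5867 had log2 fold changes of −2.53 in ISCs and −2.03 in EBs. CG9377 was listed at 0 in all SPEN libraries, with a lowest value of 1.69 FPKM in WT-ISC and 0.934 FPKM in WT-EB. In ISCs, the number of shared genes was 0 without SPEN-ISC replicate 1, 1 without WT-ISC replicate 3 and 23 without SPEN-ISC replicate 3. The *spen* RNAi transgene sits on chromosome 2, and the control flies carried another copy of that chromosome, so its genetic background differs with the genotype in every library. Of the 5 shared genes, 4 (80.0%) lie on chromosome 2, against 38.6% of the other genes tested in both cell types (Fisher's exact p = 0.0771). On exon bin counts, chosen after the data were seen, 5 of 5 shared genes lay there (Fisher's exact p = 0.00842). Of the 29 shared genes in the authors' deposited tables, 58.6% lie on chromosome 2 (Fisher's exact p = 0.0337). Of the 7 genes called in ISCs here, 4 (57.1%) lie on chromosome 2, against 38.8% of the others (Fisher's exact p = 0.442). In the authors' deposited table for ISCs the share was 54.5% of 55 genes (Fisher's exact p = 0.0177). For these shared genes, an effect of *spen* and one of the chromosome 2 background cannot be told apart, because every SPEN library carries the transgene and 5 genes are few. No second RNAi line was sequenced.

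Over all genes called in EBs the tables argue against the background of chromosome 2 as the main source. There 155 of 372 genes (41.7%) lie on chromosome 2, against 38.4% of the others (Fisher's exact p = 0.226). Without a filter on FPKM, 59.0% of 39 genes did (Fisher's exact p = 0.0124), so a contribution may exist among the genes with the largest changes.

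Exon bins E002 of CG9894, E003 of CG18853 and E008 of CG42684 were used less in both cell types. Their log2 usage ratios were −1.69, −1.37 and −1.30 in ISCs and −1.52, −1.42 and −2.16 in EBs. The bin of CG9894 is 3 bases long, so its count rests on reads that reach into it from its neighbours. Of the 7 genes with altered exon usage in ISCs, 6 (85.7%) lie on chromosome 2, against 38.2% of the other genes (Fisher's exact p = 0.0148). In EBs the share was 58.8% (Fisher's exact p = 0.131), and among the genes of shared bins 80.0% (Fisher's exact p = 0.0749). Without a filter the p-values were 0.000547, 0.0054 and 0.0173 from Fisher's exact test. Sequence differences between the copies of chromosome 2 that change how reads align may contribute to the bins of CG9894 and CG18853. They could also contribute to the shared genes on that chromosome (Fisher's exact p = 0.0771), and the deposited counts cannot test either. The bin of CG42684 lies on X, outside the copies of chromosome 2. Neither the paper nor the labels state whether the X chromosomes of the genotypes differed, so such differences on X stay open.

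Enteroendocrine markers were higher in WT-ISC than in WT-EB. The median log2 fold change of the 10 tested genes was 3.58, with 10 of 10 higher, and camera gave an adjusted p of 6.7e-23 (0.0321 with the estimated correlation and 0.0204 with fry). Over all genes 7 passed, and 10 when adjusted over the list alone. The most abundant were *7B2*, with 158 ± 103.7 FPKM (SD, n = 3) in WT-ISC and 1.46 ± 0.315 FPKM (SD, n = 2) in WT-EB, and *Ast-C*, with 104.07 ± 83.1 FPKM (SD, n = 3) and 0.0550 ± 0.0777 FPKM (SD, n = 2). *npf*, which is not in the list by that spelling, had 1590 ± 424 FPKM (SD, n = 3) and 19.2 ± 5.22 FPKM (SD, n = 2). The ISC gate takes cells with RFP and without the Notch reporter. A candidate explanation is RNA of enteroendocrine cells or their precursors among the sorted ISCs, which predicted the direction seen (median 3.58). Expression of these genes in ISCs themselves stays open and was not tested. Of the 13 genes of the list in the deposited table, 10 were expressed well enough to be tested. None of them is in another list, and the paper names none of them.

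Enterocyte digestive genes were also higher in WT-ISC, with a median log2 fold change of 1.57 over 35 genes and 33 of 35 higher. Camera gave an adjusted p of 1.6e-13 (0.0321 with the estimated correlation and 0.0399 with fry). Over all genes 6 passed, and 13 when adjusted over the list alone. *Jon99Ciii* had 964 ± 380 FPKM (SD, n = 3) in WT-ISC and 105 ± 13.4 FPKM (SD, n = 2) in WT-EB. RNA of enterocytes in the sorted EBs would make the list higher in WT-EB, so the median of 1.57 argues against it as a source of the difference. RNA of enterocytes in the sorted ISCs may contribute, and that stays untested. The most abundant gene of the list in WT-EB, *Npc2a*, went the other way, with 574 ± 189 FPKM (SD, n = 3) in WT-ISC and 958 ± 21.4 FPKM (SD, n = 2) in WT-EB, a log2 fold change of −1.58 (adjusted p = 0.165). Of the 41 genes of the list, 35 were tested. None of them is in another list, and the paper names none of them.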

How the results depend on the processing

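The pseudocounts of 0.1 and 1, unscaled FPKM, voom, diffSplice, the filter on mean FPKM and the coverage term were chosen after the data were seen, and the other alternatives were set before the data were examined. Apart from the values printed in this part, 716 values under alternatives were the same, 63 moved, 39 calls were stronger and 78 weaker. None of these changed direction, but without scaling the medians of 2 gene lists between WT-ISC and WT-EB did, those of mitochondrial ribosomal proteins and of E(spl) targets. The cause of a change was not tested unless it is stated.

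Without a filter, 21 genes differed between WT-ISC and WT-EB (194 with it), 0 between SPEN-ISC and WT-ISC (7) and 39 between SPEN-EB and WT-EB (372). Shared genes numbered 0, genes with both kinds of change 0 in ISCs and 3 in EBs, genes raised in both WT-ISC and SPEN-EB 0, and lower ribosomal protein genes in EBs 0. More tests enter the adjustment without a filter. Exon bins without a filter numbered 21 in ISCs, with 12 shared bins and 1 ribosomal protein gene. With all 11 libraries in 1 fit, the gene counts were 105, 18 and 47 (in EBs 20 higher and 27 lower), with 12 shared genes, 2 genes with both kinds of change in ISCs and 3 in EBs, 2 genes raised in both WT-ISC and SPEN-EB, and 0 lower ribosomal protein genes. The prior without the robust option gave 4 genes in ISCs, 3 shared genes, 0 genes with both kinds of change in ISCs and 1 lower ribosomal protein gene in EBs.

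On deposited FPKM without further scaling, the gene counts were 97 between WT-ISC and WT-EB, 2 in ISCs and 967 in EBs, with 2 shared genes and 0 genes with both kinds of change in ISCs. Of these genes, 90 of 97 were higher in WT-ISC (142 of 194 with scaling), 2 of 2 higher in SPEN-ISC (2 of 7) and 928 of 967 higher in SPEN-EB (221 of 372). The median of all tested genes in EBs is above 0 without scaling. With voom on exon bin counts they were 114, 11 and 73, with 0 and 3 genes with both kinds of change, 4 genes raised in both WT-ISC and SPEN-EB and 0 lower ribosomal protein genes in EBs. A filter on mean FPKM gave 3 shared genes and 12 lower ribosomal protein genes in EBs.

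For exon usage, diffSplice gave 2 bins in ISCs, 2 in EBs and 1 shared bin, with 0 and 1 genes with both kinds of change and 0 ribosomal protein genes in EBs. The coverage term gave 49 bins in ISCs and 267 in EBs, 26 shared bins, 24 genes with both kinds of change in EBs, and 2 ribosomal protein genes in ISCs and 19 in EBs.

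With 1 library left out, between 216 and 1965 genes differed between WT-ISC and WT-EB (1965 without WT-ISC replicate 1, with 731 higher in WT-ISC and 1234 higher in WT-EB). In ISCs the counts ran from 1 to 40 genes. They were 40, 22 and 3 without WT-ISC replicates 1, 2 and 3 and 1, 15 and 40 without SPEN-ISC replicates 1, 2 and 3. In EBs they were 239, 965 and 441 without SPEN-EB replicates 1, 2 and 3. Shared genes ran from 0 to 23 (22, 16 and 1 without WT-ISC replicates 1, 2 and 3, and 0, 12 and 23 without SPEN-ISC replicates 1, 2 and 3). Exon bins in EBs were 161, 35 and 43 without SPEN-EB replicates 1, 2 and 3, and between 6 and 13 in ISCs. Genes with both kinds of change ran from 0 to 2 in ISCs (2 without WT-ISC replicate 1, 0 without WT-ISC replicate 3 or SPEN-ISC replicate 1) and from 8 to 10 in EBs (10 without SPEN-EB replicate 2). Genes raised in both WT-ISC and SPEN-EB ran from 18 to 79 (79, 39 and 51 without WT-ISC replicates 1, 2 and 3). Lower ribosomal protein genes in EBs were 6, 109 and 2 without SPEN-EB replicates 1, 2 and 3, and those with altered exon usage 19, 1 and 6. In ISCs 1 ribosomal protein gene had altered exon usage without WT-ISC replicate 1 or SPEN-ISC replicate 1 and 2 without SPEN-ISC replicate 3. No calls were made with 1 WT-EB library left. *spen* outside E014 ran from 0.04 to 0.99 in ISCs and from 0.02 to 1.20 in EBs on the log2 scale.

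The paper states that ISCs and EBs were sorted simultaneously, but neither the paper nor the labels say that a replicate number marks a shared sort, and the correlations did not show a pairing. Deviations from the group means of same-numbered libraries correlated at 0.22, −0.38 and 0.16 between WT-ISC and SPEN-ISC and at 0.02 and 0.09 between WT-EB and SPEN-EB. Between the cell types they correlated at 0.09 and 0.05 for WT-ISC and WT-EB and at −0.60, 0.63 and −0.13 for SPEN-ISC and SPEN-EB. With the number as a block, 34 genes passed in ISCs and 680 in EBs (334 higher and 346 lower), 193 exon bins in EBs, 25 shared genes, 2 and 25 genes with both kinds of change, 50 genes raised in both WT-ISC and SPEN-EB, and 79 lower ribosomal protein genes and 10 with altered exon usage in EBs. Of the genes named in the text, *pirk*, CG14989, *dmGlut* and *Cpr51A* in ISCs and *pain* and *unc-104* in EBs were among those that passed with the block and not in the same fit without it.

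With the estimated correlation camera called 3 of the gene lists between WT-ISC and WT-EB (8 with the preset one), 0 in ISCs (6) and 0 in EBs (6), and fry called 5 between WT-ISC and WT-EB and 0 in ISCs. The first principal component held 33.7% of the variance with 500 genes, 56.3% on log2 CPM and 44.2% without scaling. On log2 CPM the second held 20.5% and 7 libraries were nearest to their own group. On chromosome 2, the share rose from 57.1% to 81.8% of genes in ISCs (Fisher's exact p = 0.00448) and from 80.0% to 100% of shared genes (Fisher's exact p = 0.00842) with voom, and from 41.7% to 59.0% in EBs (Fisher's exact p = 0.0124) without a filter.

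The tests of edgeR and DESeq2, the DEXSeq model, rlog and variance stabilizing transformations, calls under DESeq2 for chromosome 2 and a filter on mean CPM were planned and not run. At a depth of about 30152654 counts, genes under 1 FPKM and bins under 10 counts were not tested.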

Differences from the paper's values

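The exon usage test was chosen after it and diffSplice had both been run on the deposited counts. The coverage term, diffSplice, voom, unscaled FPKM, the filter on mean FPKM and the pseudocounts of 0.1 and 1 were also chosen after seeing the data. The other alternatives were set before the data were examined.

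Between WT-ISC and WT-EB the paper gives 366 genes, with 299 higher in ISCs, and here 194 genes passed, with 142 higher in WT-ISC. Among the alternatives, the replicate block gave 257 genes with 205 higher, and leaving out WT-ISC replicate 2 gave 281 with 212 higher. These were the nearest to the paper's numbers. In ISCs the paper gives 55 genes, 26 up and 29 down, and here 7 passed, 2 up and 5 down. Leaving out WT-ISC replicate 1 or SPEN-ISC replicate 3 gave 40 genes each, with 23 and 26 up. The most genes down under any alternative were 18, with the replicate block. The paper gives 29 genes changed in both cell types, against 5 here. The replicate block gave 25 such genes, and leaving out WT-ISC replicate 1 or SPEN-ISC replicate 3 gave 22 and 23.

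For exon usage the paper gives 141 genes in ISCs and 193 in EBs, and here 7 and 17 passed. In ISCs the alternatives set before the data were examined gave at most 17 genes. In EBs the replicate block gave 139. The added coverage term reached 34 genes in ISCs and 205 in EBs. The paper gives 47 bins in both cell types, against 7 here and at most 26 under the alternatives, with the coverage term. Genes with both kinds of change numbered 7 in ISCs and 25 in EBs in the paper, against 1 and 6 here. In ISCs the alternatives gave at most 2. In EBs the replicate block gave 25 and the added coverage term 24. Ribosomal protein genes with altered exon usage numbered 13 in EBs and 8 in ISCs in the paper, against 2 and 0 here (45 bins at an unadjusted p under 0.05 in ISCs). In EBs the replicate block gave 10, and leaving out SPEN-EB replicate 1 and the coverage term each gave 19. In ISCs the alternatives gave at most 2. The paper gives about 50 M reads per library, and the deposited exon counts add up to a median of 30.2 M. These are unlike measures, since the paper's number is of paired reads before alignment and the other of counts on exon bins after it. The paper's 7 of 55 genes is printed there as 16.7%. For the first and second principal components of 300 genes the paper gives 44% and 19%, against 36.9% and 24.1% here. For 500 genes it gives 39% and 19%, against 33.7% and 23.0% here.

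Of the genes higher in ISCs by the paper, *spdo* passed here only without WT-ISC replicate 1, and *Dl* and *chn* only with voom. Of the genes it calls in ISCs, CG5348 passed with all 11 libraries, voom or without WT-ISC replicate 1. *dmGlut* passed with the replicate block or without WT-ISC replicate 1 or SPEN-ISC replicate 2, and *pirk* with the block or without WT-ISC replicate 1 or SPEN-ISC replicate 3. *Cpr51A* passed with the block or without WT-ISC replicate 2. CG14989 passed with all 11 libraries, the block or without any WT-ISC library or SPEN-ISC replicate 3. *cac*, *Cht2*, *y*, CG33258, *AttC* and *Tg* passed under no setting that tested them.

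Of the genes it calls in EBs, *NAAT1* passed with voom only, CG15096 on unscaled FPKM only and *Gli* on unscaled FPKM or without SPEN-EB replicate 3. *e*, *Pvf1* and CG33258 passed under no setting that tested them. In the authors' deposited table CG33258 has a log2 fold change of −0.36 in EBs and no adjusted p. The paper writes that *pain* and CG9864 are down in EBs. Here CG9864 was higher in SPEN-EB by 1.58 and *pain* by 1.39, and *pain* passed with median-of-ratios size factors, the block, unscaled FPKM or without SPEN-EB replicate 2. In the authors' deposited table both are higher, by 1.81 and 1.33.

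Of the exon bins in Fig 6, *nito* E004 in EBs and *RpL19* E004 in both cell types passed under no setting, nor did *Ubi-p63E* E003 in ISCs. *RpS21* E004 in ISCs passed without a filter, without SPEN-ISC replicate 1 or 3 or with the coverage term, and *RpL17* E003 with the coverage term only. In EBs *mRpL16* E004 passed with the block, the coverage term or without SPEN-EB replicate 1, and *RpL3* E006 with the block or without SPEN-EB replicate 1. *PGRP-LB* E008 passed with the block, the coverage term or without SPEN-EB replicate 1. *spen* E014 passed in ISCs with diffSplice only, and in EBs with the block, the coverage term or without SPEN-EB replicate 1 or 2.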

Other observations

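The test of coverage along genes was chosen after another split of the ISC libraries had given many exon bins, and the other tests here were set before their results were seen.

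More genes passed in EBs (372) than in ISCs (7). With only 2 WT-EB libraries, chance differences could pass as effects. With 1 WT-ISC library left out, at most 40 genes passed in ISCs (without WT-ISC replicate 1), which argues against the number of control libraries alone. The 2 WT-EB libraries were also kept because they clustered together. Whether that choice made their spread too small cannot be tested by leaving out a WT-ISC library. The interaction found 0 genes (115 at an unadjusted p under 0.05), so a difference between the cell types is not shown gene by gene.

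Of 87 genes higher in WT-ISC than in WT-EB and tested in both comparisons, 70 (80.5%) were also higher in SPEN-EB than in WT-EB, against 45.7% of all 5583 genes tested in both. Of 52 genes higher in WT-EB, 80.8% were lower in SPEN-EB. Both comparisons share the WT-EB libraries. In 100 simulations of unchanged groups the share was a median of 93.1%, above the 80.5% observed, so the share by itself is no evidence. Spearman's rho across genes had a median of 0.57 with a maximum of 0.61, against 0.71 observed. With 1 WT-EB library for each comparison, 66.7% and 77.0% of the top genes were higher, against 38.2% and 40.5% of all genes. This argues against the shared libraries as the only source, and a shift of SPEN-EB toward ISC-like expression may remain (66.7% in the lower of the control splits). A count of 22 genes passed in both, and 79 without WT-ISC replicate 1.

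A few abundant genes take most reads of some libraries, and such an axis may mimic the difference between WT-ISC and WT-EB. It would make genes of WT-ISC lower and genes of WT-EB higher in SPEN-ISC replicate 2 than in replicate 3. The 52 genes of WT-EB were higher, with a median of 0.86 against 0.12 for random lists. The 142 genes of WT-ISC were also higher, with a median of 0.547 against −0.03, the opposite of the prediction. Each lay beyond 100% of 10000 random lists. Between SPEN-EB replicates 2 and 1 the median difference was 0.25 for the genes of WT-ISC, against 0.02 for random lists, and 0.67 for the genes of WT-EB, against 0.30. The genes that separate the cell types therefore also vary between replicates of 1 condition, and these libraries cannot decide how much of the difference such an axis makes up.

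Of the 10 splits of the 6 ISC libraries into groups of 3, 1 of the 10 gave as many genes as the genotype, which was the genotype itself. For exon bins, 2 of the 10 gave as many. The other split set WT-ISC replicate 1 and SPEN-ISC replicates 1 and 2 against the rest and gave 699 bins in 455 genes, against 9 bins for the genotype. With 10 splits no share can be under 0.1. Uneven coverage between the ends of transcripts is a candidate explanation. Over 2605 genes without these bins, the log2 ratio of 3′ to 5′ counts parted the sides of that split, with means of 0.90 and 0.77 and a gap of 0.0584 between them. With the coverage term the split gave 3 bins, the genotype 49 and the others between 0 and 11. Because the ratio itself parts the sides of that split, the term would remove its calls whatever their cause. The fall to 3 bins therefore cannot decide whether coverage explains them. The bins called for *spen* RNAi with this term rest on a model with few residual degrees of freedom.

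In SPEN-EB, enterocyte digestive genes had a median log2 fold change of 1.32 over 34 genes (camera adjusted p = 1.1e-18, 0.1001 with the estimated correlation and 0.00538 with fry), and 17 passed over all genes and 24 when adjusted over the list alone. *alphaTry* had 1589 ± 95.1 FPKM (SD, n = 3) in SPEN-EB and 121 ± 24.7 FPKM (SD, n = 2) in WT-EB. The lysozyme locus had 2.70 (camera adjusted p = 2.5e-08, 0.113 and 0.0164), the Imd pathway 0.61 (0.00244, 0.113 and 0.00538) and E(spl) Notch targets 0.63 (0.0166, 0.168 and 0.0233). Cytoplasmic ribosomal proteins (camera adjusted p = 1.3e-18, 0.392 and 0.0924) and mitochondrial ones (5.6e-12, 0.409 and 0.124) were lower with camera alone. Mitosis genes had 0.14 (camera adjusted p = 0.254).

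In SPEN-ISC, camera called cytoplasmic ribosomal proteins (−0.41, adjusted p = 3.6e-07), mitochondrial ones (−0.29, adjusted p = 0.000162), E(spl) targets (0.55, adjusted p = 0.00182), the lysozyme locus (1.02, adjusted p = 0.00725), mitosis genes (0.37, adjusted p = 0.00182) and enteroendocrine markers (−0.60, adjusted p = 0.00725). None passed with the estimated correlation or fry. The Imd list had 0.18 (adjusted p = 0.274) and enterocyte genes 0.04 (adjusted p = 0.217).

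Between WT-ISC and WT-EB, camera also called cytoplasmic ribosomal proteins (83 of 84 lower, adjusted p = 1.2e-12), mitochondrial ones (−0.70, adjusted p = 4.2e-09), the lysozyme locus (1.91, adjusted p = 3.6e-05), chitin genes (0.23, adjusted p = 0.0191) and the Imd list (0.42, adjusted p = 0.0289). Only chitin genes and the Imd list also passed fry, with 0.0424 and 0.0457, and none passed with the estimated correlation. E(spl) targets had −0.17 (adjusted p = 0.631). Without scaling, mitochondrial ribosomal proteins had 0.08 and E(spl) targets 0.65, against 0.66 for all genes. Of the markers of visceral muscle, Malpighian tubules, germline and fat body, 2, 0, 1 and 1 genes were tested, too few for a test of the list. The lists are not independent of the paper, which names 6 tested genes of the cytoplasmic and 1 of the mitochondrial ribosomal proteins, 5 of the Imd list, 3 of the lysozyme locus, 2 of the chitin list and 2 of the mitosis list.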
